# Generation and characterisation of two D2A1 mammary cancer sublines to model spontaneous and experimental metastasis in a syngeneic BALB/c host

**DOI:** 10.1242/dmm.031740

**Published:** 2018-01-01

**Authors:** Ute Jungwirth, Antoinette van Weverwijk, Miriam J. Melake, Ann F. Chambers, Qiong Gao, Marc Fivaz, Clare M. Isacke

**Keywords:** Mammary cancer, Metastatic sublines, Syngeneic, Spontaneous metastasis, D2A1, BALB/c

## Abstract

Studying the complex mechanisms underlying breast cancer metastasis and therapy response necessitates relevant *in vivo* models, particularly syngeneic models with an intact immune system. Two syngeneic spontaneously metastatic sublines, D2A1-m1 and D2A1-m2, were generated from the poorly metastasising BALB/c-derived D2A1 cell line by serial *in vivo* passaging. *In vivo* and *in vitro* analyses revealed distinct and shared characteristics of the metastatic D2A1-m1 and D2A1-m2 sublines. In particular, D2A1-m1 cells are more aggressive in experimental metastasis assays, while D2A1-m2 cells are more efficient at disseminating from the primary tumour in spontaneous metastasis assays. Surprisingly, classical metastasis-associated *in vitro* phenotypes, such as enhanced proliferation, migration and invasion, are reduced in the sublines compared to the parental cell line. Further, evasion of immune control cannot fully explain their enhanced metastatic properties. By contrast, both sublines show increased resistance to apoptosis when cultured in non-adherent conditions and, for the D2A1-m2 subline, increased 3D tumour spheroid growth. Moreover, the enhanced spontaneous metastatic phenotype of the D2A1-m2 subline is associated with an increased ability to recruit an activated tumour stroma. The metastatic D2A1-m1 and D2A1-m2 cell lines provide additional syngeneic models for investigating the different steps of the metastatic cascade and thereby represent valuable tools for breast cancer researchers. Finally, this study highlights that morphology and cell behaviour in 2D cell-based assays cannot be used as a reliable predictor of metastatic behaviour *in vivo*.

## Abstract (precis)

**Summary:** We describe two D2A1 mouse mammary cancer sublines with enhanced spontaneous metastasis in a syngeneic host, and highlight the limitations of *in vitro* assays to predict *in vivo* metastatic behaviour.

## INTRODUCTION

To study the complex mechanisms of breast cancer metastasis and therapy response in advanced disease, it is important to have relevant *in vivo* models. Ideally, the model recapitulates the full metastatic cascade, including growth of a primary tumour, dissemination of tumour cells into the circulation, colonisation of secondary sites and the development of macrometastatic disease. In addition, to assess the impact of the immune system, an immunocompetent syngeneic model is required. A recent study has molecularly characterised 12 mouse mammary cancer cell lines and performed phenotypic analysis of the primary tumours grown in syngeneic hosts (Yang et al., 2017). To date, the best characterised spontaneous breast cancer metastasis model is the BALB/c-derived 4T1 cell line (Aslakson and Miller, 1992) and the 4T1 sublines selected for increased metastasis to the bone and lung (Lelekakis et al., 1999; Tester et al., 2000) or brain (Lockman et al., 2010). More recently, Johnstone and colleagues have derived and characterised a spontaneously metastasising variant of the C57BL/6-derived murine medullary mammary adenocarcinoma cell line E0771 (Johnstone et al., 2015), allowing for metastasis studies to be performed in an alternative mouse strain. However, there is still an increasing demand for independent models both for study validation and to address the inter- and intratumour heterogeneity of human disease.

In this study, we describe the generation of two breast cancer cell sublines, D2A1-m1 and D2A1-m2, derived from parental D2A1 cells. The parental D2A1 cell line was derived from a mouse mammary tumour in a BALB/c mouse implanted with the transplantable D2 hyperplastic alveolar nodule cell line (Mahoney et al., 1985; Miller et al., 1989; Morris et al., 1993). In a recent comprehensive analysis of 12 mouse mammary cancer cell lines (Yang et al., 2017), D2A1 cells are classified as oestrogen receptor (ER)- and ErbB2/HER2-negative, *Pik3ca* and *Trp53* wild type, having a ‘claudin-low’ transcriptional profile and assignment to the luminal B subtype. *In vivo*, D2A1 tumours have a spindle-cell histology with ∼18% Ki67 (Mki67)-positive cells and ∼20% caspase 3-positive nuclei. It was originally reported that 4 weeks after orthotopic inoculation into immunocompromised nude BALB/c mice, two of five mice showed visible macrometastatic disease in the lungs, with the remaining mice showing lung micrometastatic disease upon histological examination (Morris et al., 1993). Subsequently, it was reported that parental D2A1 cells can colonise the lungs of immunocompetent BALB/c mice if injected via the tail vein in an experimental metastasis assay (Shibue and Weinberg, 2009), and that rates of spontaneous metastasis in BALB/c can be increased by pre-irradiation of the mammary gland (Bouchard et al., 2013), albeit still with a relatively low metastatic burden.

The D2A1-m1 and D2A1-m2 sublines were derived by serial inoculation of tumour cells in BALB/c mice followed by recovery from the lung tissue *ex vivo*. Characterisation of these two metastatic sublines demonstrates them to have both overlapping and distinct phenotypes in *in vivo* assays, *in vitro* assays and by gene expression profiling. In particular, the D2A1-m1 subline displays an enhanced ability to colonise the lungs and other tissues in experimental metastasis assays, whereas the D2A1-m2 subline shows a robust and reproducible ability to colonise the lungs in a spontaneous metastasis assay (inoculation into the mammary fat pad), associated with an increased ability to recruit an activated tumour stroma. Consequently, these two D2A1 sublines provide useful and complementary models to interrogate the different stages of the metastatic cascade.

## RESULTS

### Generation of spontaneously metastatic D2A1 sublines

The scheme for the generation of the D2A1 sublines is shown in Fig. 1A. The two sublines were derived independently. In brief, for each subline, parental D2A1 cells were inoculated orthotopically into the fourth mammary fat pad of an immunocompetent BALB/c mouse. When the primary tumour reached 10-12 mm in diameter, the lungs were harvested individually from each mouse at necropsy, dissociated, and placed into culture. Tumour cells that grew out were expanded and inoculated into the tail vein of a recipient mouse and 11-13 days later, lungs were removed at necropsy. In total, three rounds of intravenous inoculation were performed, resulting in the selection of the independent metastatic sublines, D2A1-m1 and D2A1-m2.

**Fig. 1.**
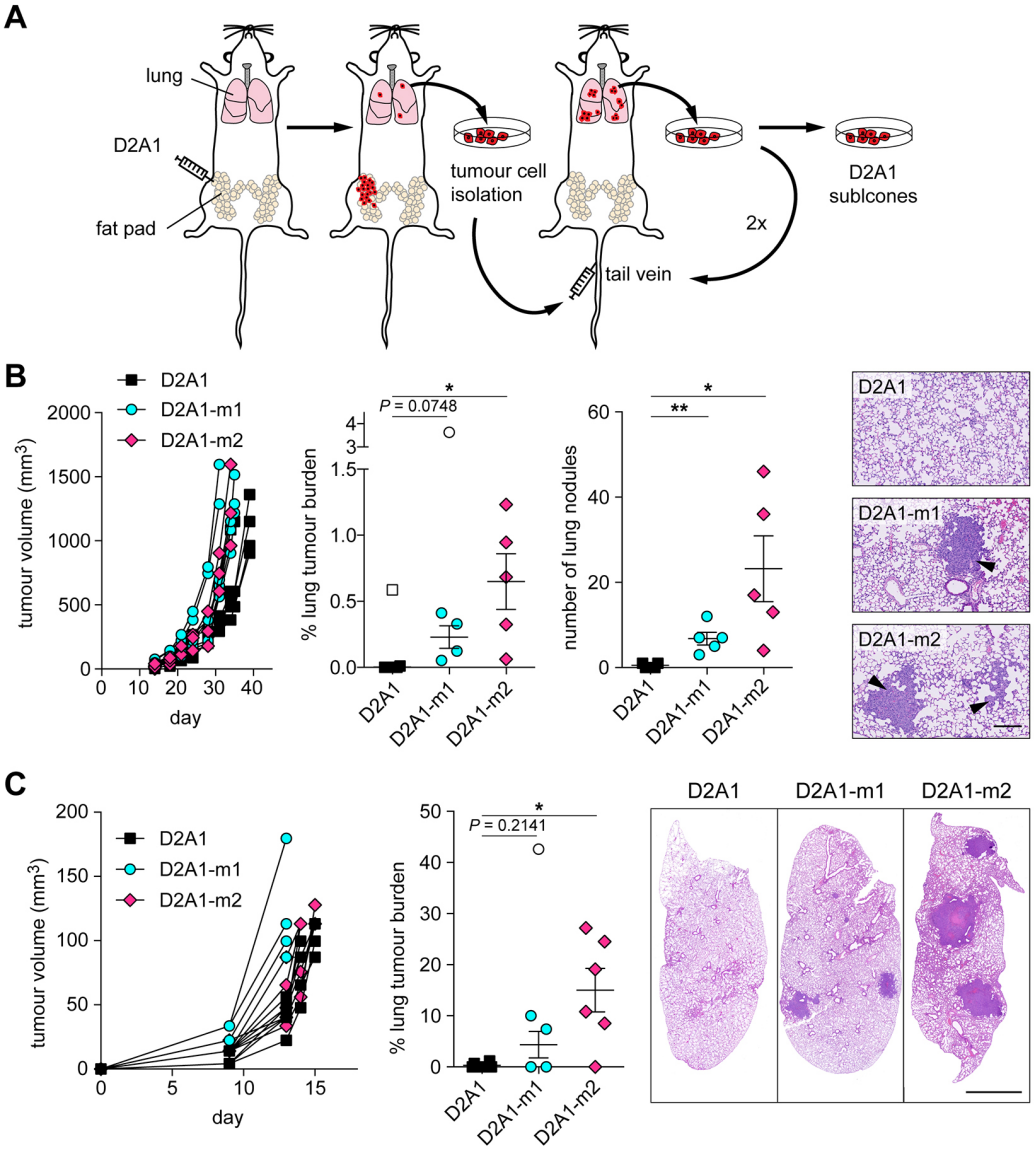
**Generation of syngeneic spontaneously metastatic D2A1 sublines.** (A) Diagram outlining the strategy for selection of the metastatic sublines (see Materials and Methods). (B,C) 5×10^4^ D2A1, D2A1-m1 or D2A1-m2 cells were inoculated into the fourth mammary fat pad of BALB/c mice (*n*=5-6 mice per group). Growth of tumours in individual mice is shown. (B) Mice were culled between days 31-39, when the primary tumours reached a diameter of 12-14 mm (left). Metastatic burden in the lungs was monitored by % tumour area and number of lung nodules per lung section. Significant outliers are shown as white symbols. Data are mean values per mouse ±s.e.m. Representative images of lung metastases (arrowheads) are shown (right). Scale bar: 200 µm. (C) Primary tumours were surgically excised when they reached ∼6 mm in diameter (day 13-15). All mice were culled on day 43 when the first mouse showed signs of ill health. Data are mean values per mouse ±s.e.m. for primary tumour growth and metastatic burden in the lungs as assessed by % tumour area per lung section. Significant outliers are shown as white symbols. Representative images of lung sections are shown (right). Scale bar: 2 mm. *P<0.05; **P<0.01.

In an initial experiment to assess the metastatic competency of the selected sublines, parental D2A1, D2A1-m1 and D2A1-m2 cells were inoculated orthotopically into the mammary fat pad of recipient BALB/c mice. Animals were culled individually between days 31 and 39 when the primary tumours reached 12-14 mm in diameter (Fig. 1B). Consistent with the published literature (Bouchard et al., 2013; Morris et al., 1993; Yang et al., 2017), parental D2A1 cells readily formed primary tumours, but, with the exception of a single large metastatic nodule in one mouse, gave rise to only small metastatic nodules in the lungs, with the majority of mice having undetectable metastatic disease. All mice inoculated with D2A1-m1 and D2A1-m2 cells had metastatic disease as monitored both by tumour area and number of metastatic nodules, with the D2A1-m2 subline giving rise to the highest metastatic burden in this spontaneous metastasis assay. Although there was a difference in the number of metastatic nodules in mice inoculated with the D2A1-m1 and D2A1-m2 sublines, and an increase in the percentage tumour area in the lungs, the average size of the lung nodules was similar. Of note, although the D2A1-m1 and D2A1-m2 primary tumours grew slightly faster than the parental D2A1 tumours, in subsequent experiments no differences in primary tumour growth were observed (see below).

To better mimic the clinical setting in breast cancer, spontaneous metastasis assays in BALB/c mice were then performed in which the primary tumour was surgically resected at a small size (∼6 mm in diameter; day 11-13) and all mice were culled on day 43 (Fig. 1C). Despite the increased length of time of the experiment, when lungs were examined at autopsy, there was only limited metastatic disease in the parental D2A1 inoculated mice, whereas the D2A1-m2 subline gave rise to extensive tumour burden in the lungs. The D2A1-m1 subline gave mixed results, with two of five mice showing no metastatic disease and the remaining three mice having readily detectable macrometastatic nodules. The enhanced metastatic burden observed in mice in which the primary tumour was resected (Fig. 1C) likely reflects two factors. First, in experiments in which the primary tumour was not removed, mice were culled when the primary tumour reached its maximum allowable size (31-39 days) (Fig. 1B). By contrast, following tumour resection, the study was conducted over a longer time period (43 days), allowing increased growth of metastatic deposits (Francia et al., 2011). Second, in experimental mouse models, there have been numerous reports that removal of a primary tumour can enhance growth of metastatic lesions (O'Reilly et al., 1994). In addition, these observations suggest that dissemination of cells from the primary tumour is an early event.

To assess whether the immune system plays a role in limiting D2A1 tumour growth and metastasis, parental D2A1 cells and the metastatic D2A1-m2 subline were inoculated orthotopically into immunocompetent BALB/c (Fig. S1) or immunocompromised NOD scid gamma (NSG) (Fig. 2) mice. In both mouse strains, there was no significant difference in primary tumour growth but, again, the D2A1-m2 cells gave rise to a significantly increased metastatic burden in the lung. Moreover, although the primary tumours did not grow at a noticeably faster rate in the NSG compared to the BALB/c mice (Fig. 2A; Fig. S1A), it is important to note that the NSG mice experiment had to be terminated at an earlier time (and when the primary tumours were of a much smaller size) owing to the extensive burden of metastatic disease in the D2A1-m2-inoculated mice (Fig. 2B). In addition, although the D2A1 parental cells showed a much reduced metastatic burden compared to the D2A1-m2 subline, the amount of D2A1 metastatic burden in the lung was greater in the immunocompromised NSG mice compared to the BALB/c mice. Although differences in tumour growth can vary between different mouse strains (Hunter, 2006), these data suggest that both the D2A1 parental cells and their metastatic derivatives are under immune control, particularly in the metastatic setting, and that evasion of immune control cannot fully explain the enhanced metastatic properties of the metastatic subline.

**Fig. 2.**
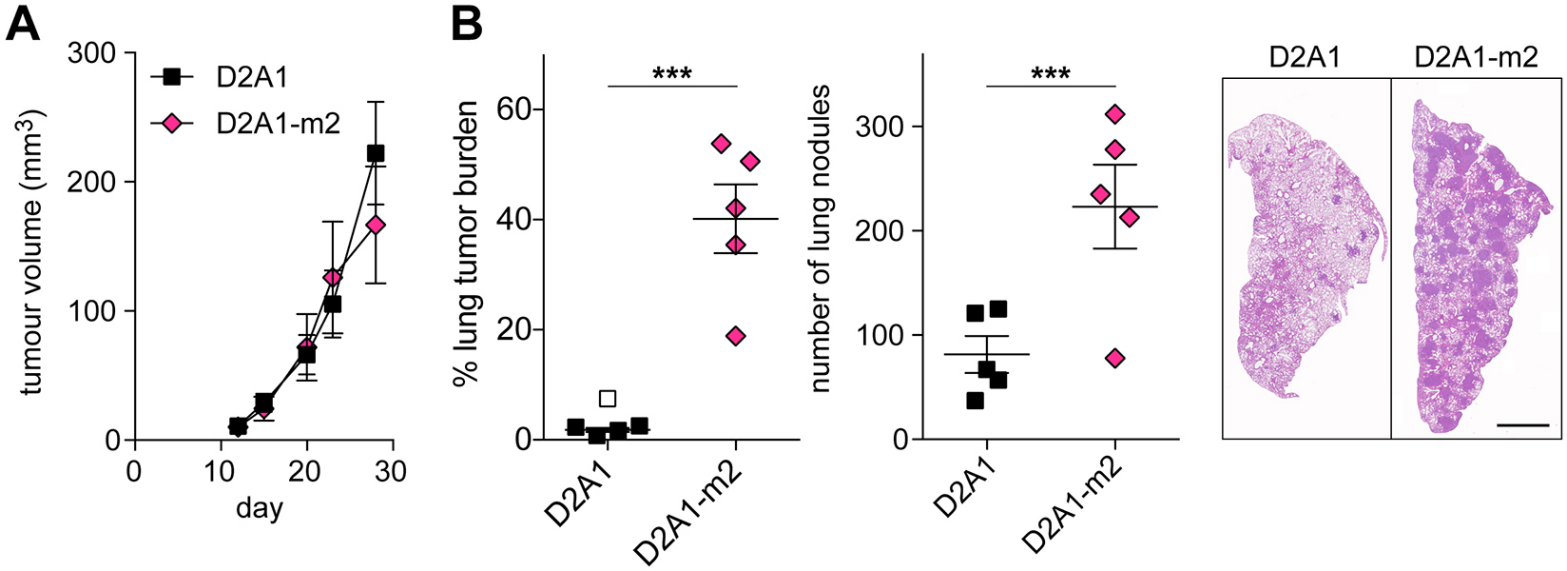
**Spontaneous metastasis in an immunocompromised setting.** 5×10^4^ D2A1 or D2A1-m2 cells were inoculated into the fourth mammary fat pad of NOD scid gamma (NSG) mice (*n*=5 mice per group). (A) Mean tumour volume ±s.e.m. (nonsignificant at all time points). All mice were culled on day 28 when the first mouse showed signs of ill health. (B) Metastatic burden in the lung assessed as % tumour area and number of metastatic nodules per lung section. Data are mean values per mouse ±s.e.m. Significant outlier is shown as a white symbol. Representative images are shown (right). Scale bar: 2 mm. ***P<0.001.

### Experimental metastasis assays

Next, we assessed the ability of the two metastatic sublines to colonise secondary sites in different experimental metastasis assays. First, untagged (Fig. 3A) or luciferase-tagged (Fig. S2) tumour cells were inoculated intravenously into recipient BALB/c mice. Consistent with the spontaneous metastasis assays, injection of both sublines resulted in a greater lung tumour burden than from the parental cells. Interestingly, although the D2A1-m2 subline gave rise to a higher burden of spontaneous lung metastases compared to the D2A1-m1 subline (Fig. 1B), in this experimental metastasis assay it was the D2A1-m1 subline that gave rise to the greatest lung tumour burden (Fig. 3A).

**Fig. 3.**
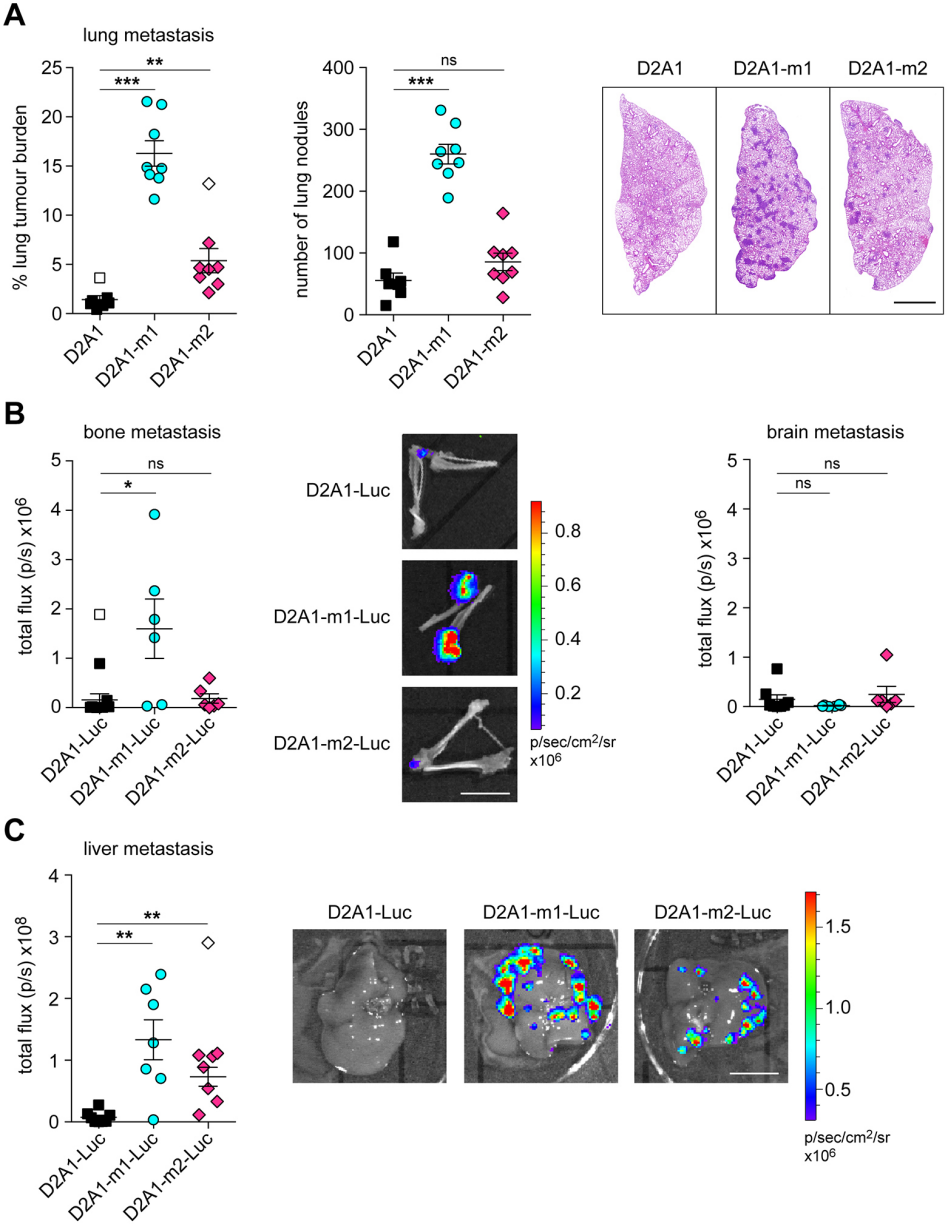
**Experimental metastasis assays.** (A) 4×10^5^ D2A1, D2A1-m1 or D2A1-m2 cells were inoculated via the tail vein into BALB/c mice (*n*=8 mice per group). 11 days later, lungs were removed at necropsy. Data show quantification of tumour burden as monitored by % tumour area and number of lung nodules per lung section. Representative lung images are shown (right). Scale bar: 2 mm. (B) 2×10^5^ D2A1-Luc, D2A1-m1-Luc or D2A1-m2-Luc cells were inoculated into the left ventricle of BALB/c mice (*n*=6 mice per group). 10 days later, bones and brains were removed at necropsy and IVIS imaged *ex vivo*. Representative *ex vivo* bone IVIS images are shown (middle). Scale bar: 1 cm. (C) 2×10^5^ D2A1-Luc, D2A1-m1-Luc or D2A1-m2-Luc cells were inoculated into the spleen of BALB/c mice (*n*=8 mice per group). 13 days later, livers were removed at necropsy and IVIS imaged *ex vivo*. Representative IVIS images are shown (right). Scale bar: 1 cm. Significant outliers are shown as white symbols. All data are mean values per mouse ±s.e.m. *P<0.05; **P<0.01; ***P<0.001; ns, nonsignificant.

Intravenous inoculation results in the majority of tumour cells lodging in the lungs. To investigate other sites of metastasis, we next performed intracardiac inoculation of tumour cells (Fig. 3B), which favours dissemination via the arterial system to the bones, brain and other organs (Bos et al., 2009; Khanna and Hunter, 2005). *Ex vivo* IVIS imaging revealed that, again, the D2A1-m1 subline gave rise to the greatest tumour burden in the bones. Neither the D2A1 parental cells nor the metastatic sublines showed evidence of brain colonisation.

Finally, we performed intrasplenic inoculations to assess colonisation of the liver (Khanna and Hunter, 2005) (Fig. 3C). We observed that 50% of mice inoculated with parental D2A1 cells had undetectable tumour burden in the liver, but both the D2A1-m1 and D2A1-m2 sublines gave rise to extensive disease, with only one mouse in each group remaining tumour free.

Together, these *in vivo* experiments indicate that the two D2A1 sublines have different properties, with the D2A1-m1 subline having a superior ability to grow in the lungs and the bones, but, compared to the D2A1-m2 subline, a reduced ability to disseminate from the primary tumour. Consequently, we addressed whether these two sublines displayed altered properties using a panel of *in vitro* proliferation, migration and invasion assays.

### D2A1 metastatic sublines in adherent culture

When growing as adherent cultures on tissue culture plastic the D2A1 metastatic sublines have distinct morphologies, with D2A1-m1 cells having a more elongated shape, and D2A1-m2 cells being more rounded, compared to the parental cells (Fig. 4A; Fig. S3). These different morphologies did not impact on the plating efficiency as exemplified by all three cell lines giving rise to the same number of colonies in a colony formation assay (Fig. 4B). By contrast, in this assay, it was notable that the two metastatic sublines gave rise to smaller colonies, indicating a lower proliferation rate *in vitro*. Consistent with this, both sublines displayed a lower proliferation rate as continuously monitored in the IncuCyte live-cell analysis (Fig. 4C) and reduced cell number over time as monitored in the CellTiter-Glo assay (Fig. 4D). Together with the observation that there was no consistent difference in primary tumour growth between the parental line and the sublines, these data indicate that the increased metastatic ability of the sublines is not caused by acquisition of a more proliferative phenotype.

**Fig. 4.**
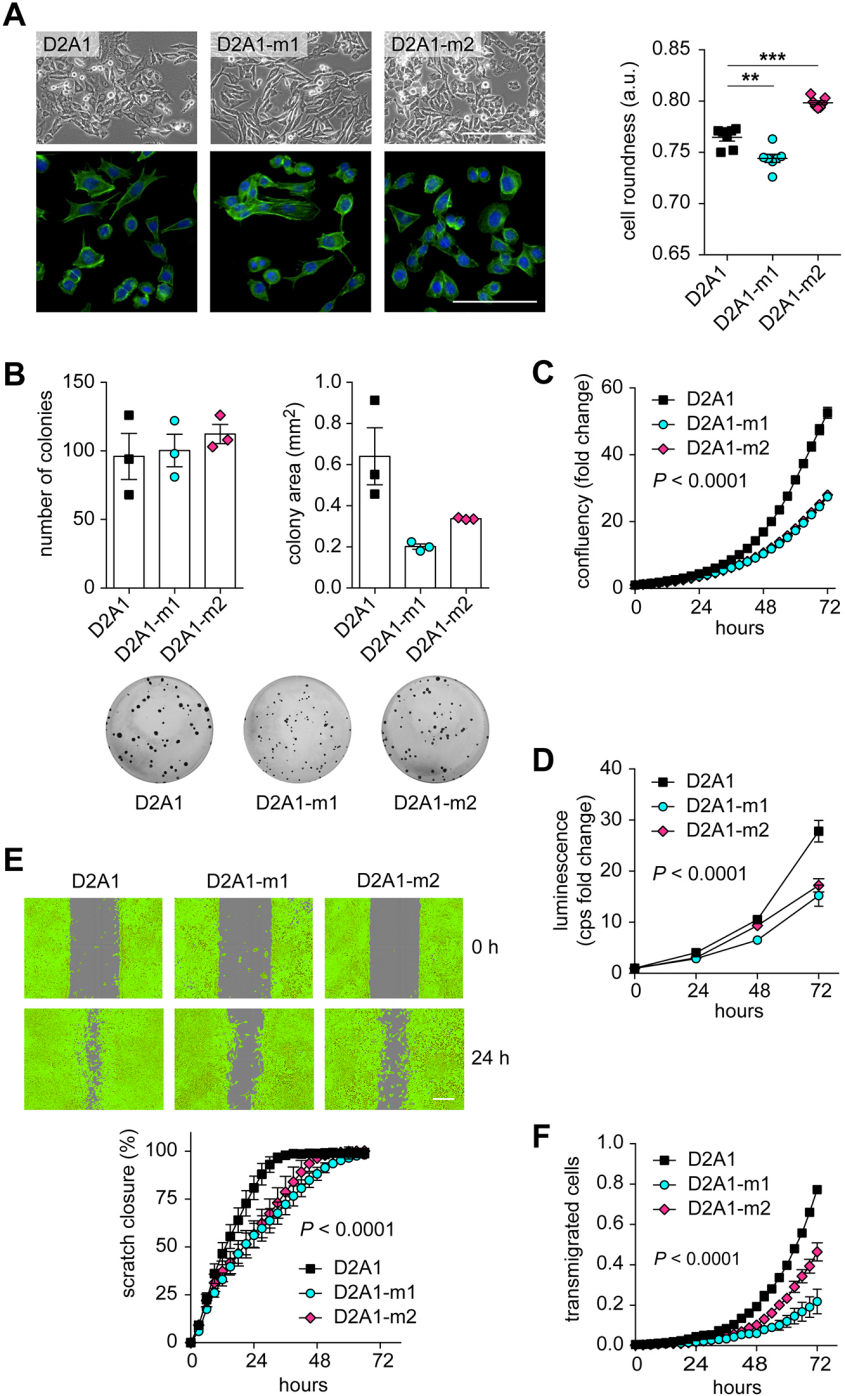
**Characterisation of the D2A1 metastatic sublines *in vitro*.** (A) Upper row: phase contrast images of D2A1, D2A1-m1 and D2A1-m2 cells. Scale bar: 200 µm. Lower row: cells cultured on coverslips were stained with Alexa Fluor 488-phalloidin and DAPI. Scale bar: 100 µm. Data are mean values (*n*=6 samples per cell line) ±s.e.m. of cell roundness in arbitrary units (see Materials and Methods). Equivalent results were obtained on two separate occasions. **P<0.01; ***P<0.001. (B) Colony formation assay. Data are mean number of colonies and average colony area ±s.e.m., with *n*=3 wells per cell line. Representative images of Crystal Violet-stained wells are shown below. Equivalent results were obtained on three separate occasions. (C) Cell proliferation monitored using the IncuCyte Live-Cell Analysis System. Data are mean values ±s.d., with *n*=6 wells per cell line. Equivalent results were obtained on two separate occasions. (D) Cell viability measured by CellTiter-Glo at the indicated time points. Data are mean values ±s.d. (fold change in luminescence in counts per second), with *n*=6 wells per cell line per time point. Equivalent results were obtained on two separate occasions. (E) Wound healing assay monitored using the IncuCyte Live-Cell Analysis System. Data represent % wound closure ±s.d., with *n*=8 wells per cell line. Representative false-coloured images of cells at 0 h and 24 h are shown. Scale bar: 300 µm. (F) Transwell chemotaxis assay. Data are mean values ±s.e.m. (*n*=3) for cells transmigrated to the lower side of the filter relative to the initial plated cells. In C-F, statistical differences were determined using two-way ANOVA and Bonferroni post-hoc testing, with time and cell lines as independent variables. In all cases, both D2A1-m1 and D2A1-m2 are significantly different to the parental D2A1 cells (*P*<0.0001).

Next, we tested whether the sublines show a difference in their migratory abilities, a characteristic linked to an increased metastatic potential. To our surprise, both sublines displayed a reduced migratory and chemotactic capacity *in vitro*, as monitored in the IncuCyte scratch wound assay (Fig. 4E) and a Transwell chemotactic assay (Fig. 4F). These data highlight how morphology and cell behaviour in 2D adherent assays cannot be used as a predictor of metastatic behaviour *in vivo*. Consequently, we performed assays under non-adherent conditions.

### D2A1 metastatic sublines in non-adherent culture

As an example of how non-adherent assays can reveal properties of cells that are not evident in adherent assays, D2A1 parental cells and the D2A1 metastatic sublines were seeded into tissue culture or low-adherence plates and monitored for apoptosis after 24 h (Fig. 5A). In adherent culture, essentially all cells were viable as monitored by the lack of annexin V (AV) staining and propidium iodide (PI) uptake. After 24 h in non-adherent culture, >50% of the D2A1 parental cells were classed as early apoptotic (AV+/PI−), late apoptotic (AV +/PI+) or necrotic (AV−/PI+), while both the D2A1-m1 and D2A1-m2 sublines showed a significantly lower level of anoikis under these conditions. To explore this further, we next plated cells into low-adherence U-bottom plates (Fig. 5B). The parental cells readily assembled into dense tumour spheroids with well-delineated margins, and expanded in size over time. Of the two metastatic sublines, the D2A1-m1 subline again assembled into tumour spheroids but, consistently, they were less regular in shape. However, there was no difference in D2A1-m1 spheroid growth compared to the parental cells. By contrast, the D2A1-m2 subline formed less well-aggregated spheroids with loosely attached cells associated with the main core. Moreover, as monitored by CellTiter-Glo, these disorganised spheroids showed a significant increase in cell number over time compared to the parental D2A1 and D2A1-m1 spheroids.

**Fig. 5.**
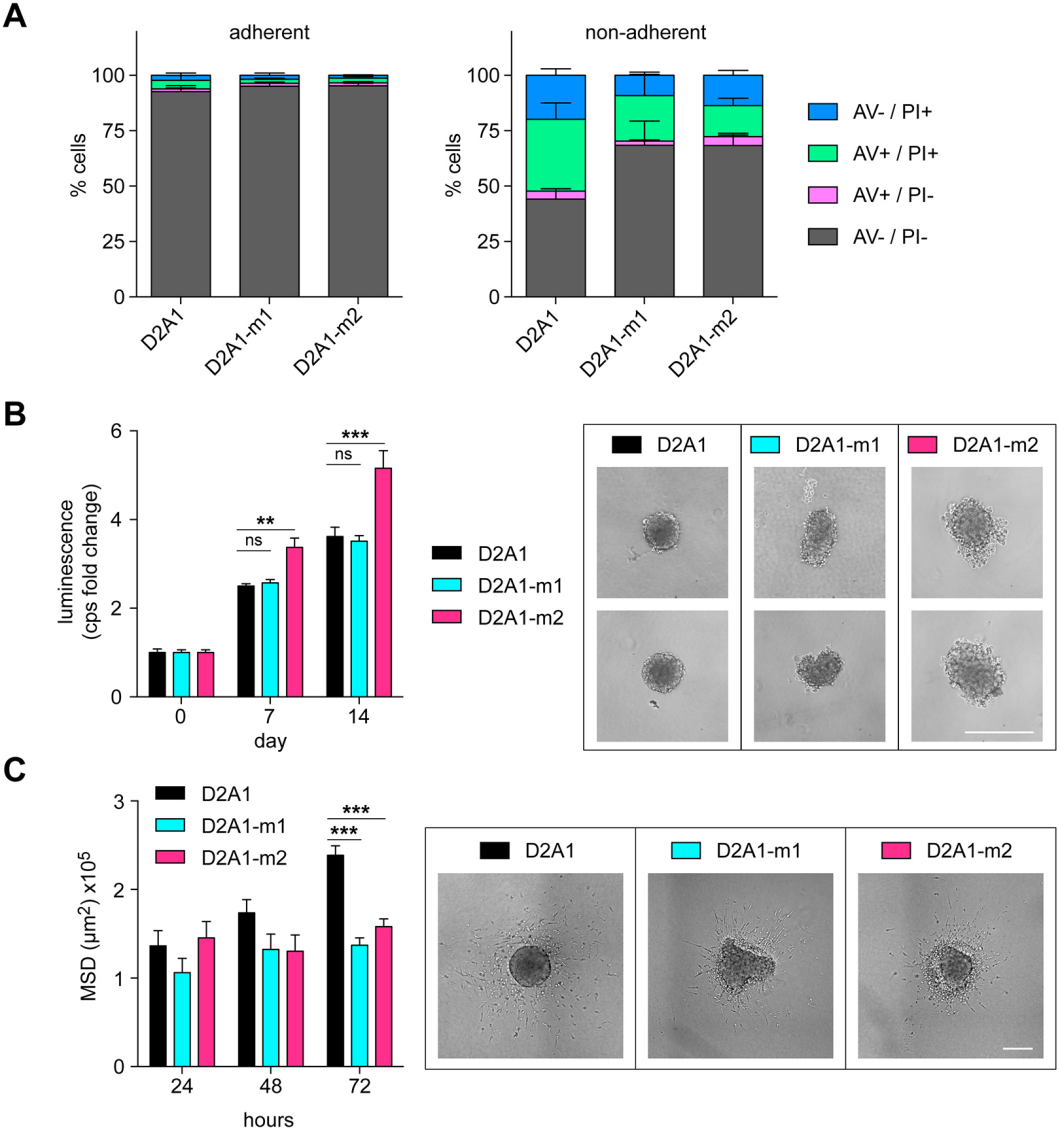
**Characterisation of the D2A1 metastatic sublines in non-adherent culture.** (A) D2A1, D2A1-m1 and D2A1-m2 cells were plated onto adherent tissue culture or non-adherent six-well plates and apoptosis was monitored 24 h later by annexin V/PI staining. Data show the proportions of live (AV−/PI−), early apoptotic (AV+/PI−), late apoptotic (AV+/PI+) and necrotic (AV−/PI+) cells, as a mean of three experiments ±s.e.m., with *n*=3 per cell line per experiment. D2A1 cells had significantly fewer viable cells compared to D2A1-m1 (*P*=0.0114) and D2A1-m2 (*P*=0.0119) cells. (B) Spheroid assay. Cells were plated in U-bottom low-adherence plates (*n*=6 per cell line) and cultured for 14 days. At stated time points, cell viability in the tumour spheroids was monitored by CellTiter-Glo. Data are mean values (fold change in luminescence in counts per second) ±s.e.m. Examples of tumour spheroids at day 14 are shown (right). Scale bar: 400 µm. Equivalent results were obtained on two separate occasions. (C) Invasion into a 3D collagen matrix. Spheroids were embedded into collagen and single cell invasion was monitored 24, 48 and 72 h later by measuring the mean square displacement (MSD). Data are mean values ±s.e.m., with *n*=3-6 spheroids per time point. Representative images at 48 h are shown (right). Scale bar: 400 µm. In all panels, statistical differences were determined using two-way ANOVA and Bonferroni post hoc testing. Equivalent results were obtained on two separate occasions. **P<0.01; ***P<0.001; ns, nonsignificant.

Given the less regular spheroid shape formed by the D2A1 sublines, we anticipated that the more loosely attached tumour cells might be more invasive. To address this, tumour spheroids were transferred after 3 days into a collagen matrix. At the indicated time points, collagen plugs were fixed, stained with DAPI, and cell invasion into the 3D collagen matrix was quantified (Fig. 5C). Surprisingly, the parental D2A1 cells were significantly more invasive than either of the metastatic sublines. Despite the limitation of using *in vitro* assays to model *in vivo* metastasis, these data point to the metastatic sublines having an enhanced metastatic capacity owing to their ability to resist stress-induced anoikis.

### D2A1-m2 cells promote stromal cell activation

To investigate further how these differing behaviours in non-adherent culture might impact on tumour growth *in vivo*, primary tumours in BALB/c mice (Fig. 1B; Fig. S1A) and NSG mice (Fig. 1C) were sectioned and stained for αSMA (Acta2), a marker of activated fibroblasts, and endomucin, a marker of endothelial cells. The elevated levels of αSMA-positive fibroblasts and blood vessels in the D2A1-m2 primary tumours in both the BALB/c immunocompetent (Fig. 6A; Fig. S1D,E) and NSG immunocompromised (Fig. 6B) mice suggest that this subline has an enhanced ability to promote stromal cell recruitment activation and this could, in part, provide a mechanistic explanation for the enhanced spontaneous dissemination of tumour cells to secondary sites.

**Fig. 6.**
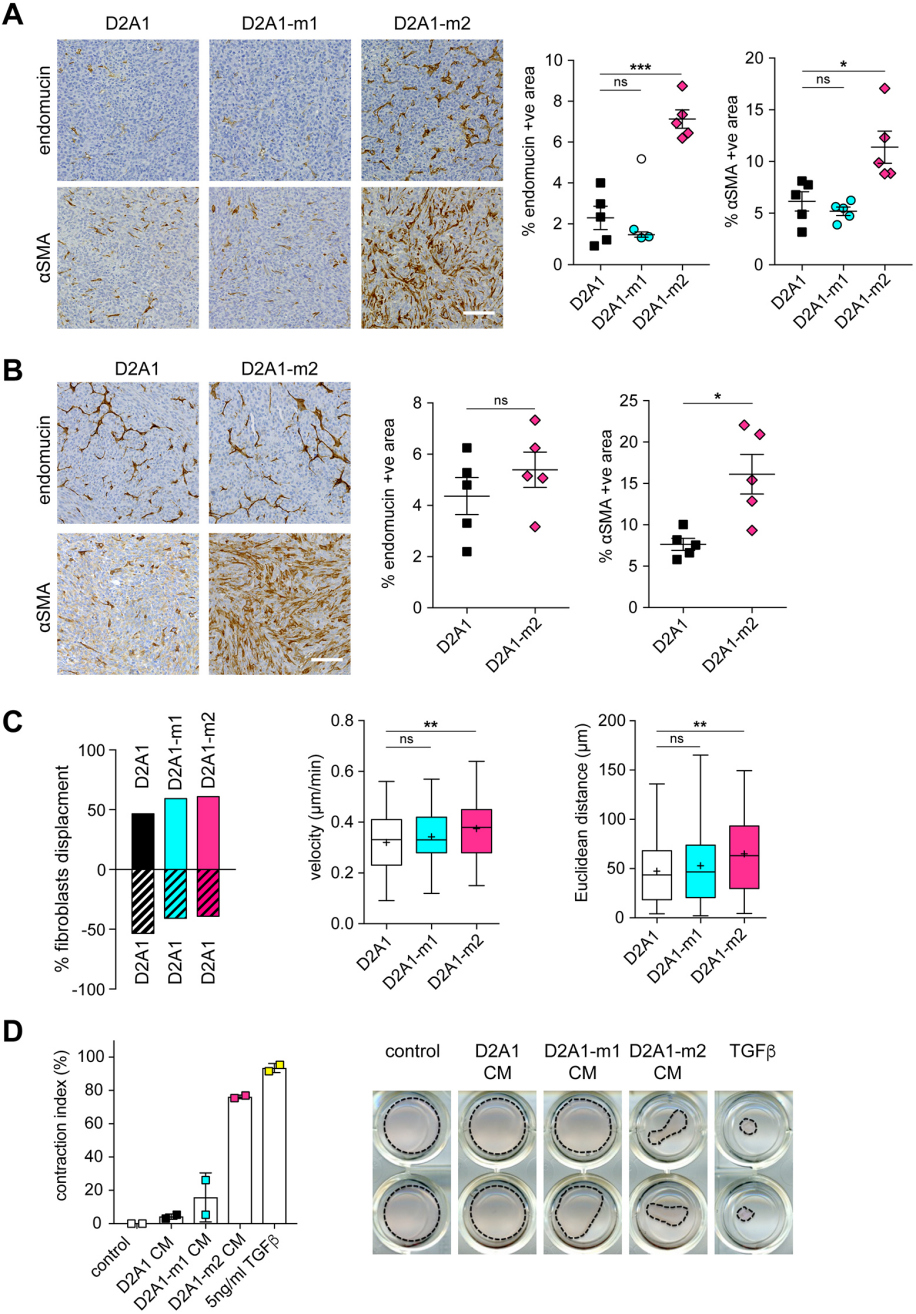
**Stromal cell recruitment in primary tumours.** (A,B) Primary tumours from the spontaneous metastasis experiments shown in Fig. 1B and Fig. 2 were sectioned and stained for αSMA or endomucin. (A) BALB/c mice from Fig. 1B; (B) NSG mice from Fig. 2. Representative images are shown (left). Scale bars: 100 µm. Quantification of staining from at least four tumours per group ±s.e.m. (*n*>6 fields of view per tumour) (right). Significant outlier is shown as a white symbol. (C) Competitive fibroblast attraction assay (see Fig. S4A for experimental set up). Migration of individual 3T3 cells towards D2A1 versus D2A1, D2A1 versus D2A1-m1, or D2A1 versus D2A1-m2, cells was monitored over 8 h (*n*>60 cells tracked/sample). Left panel: percentage net displacement of fibroblasts (see Fig. S4B for individual cell tracks and quantification). Middle and right panels: velocity (µm/min) and Euclidean distance (µm) of fibroblast migration. In box and whisker graphs, boxes extend from the 25th to 75th percentiles, middle lines are plotted at the median, whiskers are minimum and maximum, and+indicates the mean of data. (D) Fibroblast contraction assay. Data are % contraction of the fibroblast containing Matrigel/collagen gel after 14 days treatment with DMEM, TGFβ or conditioned medium from D2A1, D2A1-m1 and D2A1-m2 cells, with *n*=2 wells/condition. Representative images of the gels are shown (right). *P<0.05; **P<0.01; ***P<0.001; ns, nonsignificant.

Although stromal cell activation and recruitment observed in *in vivo* tumours cannot be fully recapitulated *in vitro*, we examined whether the metastatic sublines had an increased ability to promote directional migration of fibroblasts using the ‘ibidi’ µ-slide chemotaxis system. To do this, 3T3 mouse fibroblasts were plated into the central viewing chamber that is connected to two larger reservoirs on either side (Fig. S4A). By plating different cell populations into the two reservoirs, conditioned medium gradients are set up and cell migration can be monitored by time-lapse microscopy. As expected, if D2A1 cells are plated into both reservoirs, there is no bias in the directional migration of the fibroblasts (Fig. 6C, left panel). However, if D2A1 cells are plated into one reservoir and either D2A1-m1 or D2A1-m2 cells are plated into the other, the fibroblasts show preferential displacement towards the metastatic sublines over the parental cells (see Fig. S4B for individual fibroblast migration tracks). However, albeit with relatively small effects, only the D2A1-m2 subline induced a significant difference in fibroblast migration speed (velocity) and Euclidean distance migrated (Fig. 6C, middle and right panels) and a significant fibroblast chemotaxis (Rayleigh test; Fig. S4C). Finally, to assess the capacity of the metastatic sublines to promote fibroblast activation, fibroblasts were embedded into a Matrigel/collagen gel and treated with conditioned medium from D2A1, D2A1-m1 or D2A1-m2 cells or with TGFβ as a positive control (Fig. 6D). Only D2A1-m2 conditioned medium and TGFβ treatment resulted in a significant induction of fibroblast contractility. Consistent with the *in vivo* observations (Fig. 6A), these data indicate that the D2A1-m2 subline has an enhanced ability to both recruit and activate stromal fibroblasts.

### Gene expression profiling and analysis of human datasets

Finally, we subjected the parental D2A1 cells and metastatic sublines to gene expression profiling. 

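D2A1 is a mouse mammary carcinoma line, and D2A1-m1 and D2A1-m2 are the sublines selected from it for metastasis in mice. RNA from 8 cultures, which the paper calls independent biological replicates, was hybridised to 1-colour Illumina bead arrays of mouse genes (MouseWG-6 v2.0). There were 3 cultures of D2A1, 2 of D2A1-m1 and 3 of D2A1-m2, run in 2 batches that each held all 3 lines. Batch 1 held D2A1 replicates 1 and 2, D2A1-m1 replicate 1 and D2A1-m2 replicate 1, and batch 2 held the others. Within a batch the spread rests on 1 pair of arrays, those of D2A1 in batch 1 and of D2A1-m2 in batch 2. The deposited signals are mean bead intensities of 45281 probes before normalization, each with a detection p-value against the negative control beads of its array. At a detection p of at most 0.01, 13419 to 14387 probes were detected on the D2A1 arrays, 13618 to 14625 on the D2A1-m1 arrays and 13768 to 14942 on the D2A1-m2 arrays. The median intensity of detected probes was 217 to 238 on the D2A1 arrays, 247 to 252 on the D2A1-m1 arrays and 223 to 253 on the D2A1-m2 arrays, and the number of arrays limits the precision of every value. The authors removed probes not detected on any array, applied a variance-stabilising transformation, robust spline normalization and ComBat for the batch, and kept the probe of largest interquartile range for each gene. Here the deposited intensities were corrected for background with the normexp model, quantile normalized and put on the log2 scale with an offset of 16 (neqc function of limma). The same detection filter kept 16462 probes, of which 14107 name 1 gene, 6 name several and 2349 are unnamed in the annotation used, and the probe of largest interquartile range was taken for each of 9017 genes. All arrays were fitted together in limma with a term for each line and for the batch, and a gene was taken as changed at a Benjamini-Hochberg adjusted p under 0.05 and at least 1.5-fold. The batch moved the median gene by 0.22 on the log2 scale, and 820 genes by at least 1.5-fold. Where the probe used for a gene was not detected on any array of the dimmer line, the fold is a bound. It sets the mean of the brighter line against the dimmer line's mean of, per array, the higher of the lowest signal among detected probes and the probe's own. Folds of dim genes are smaller without background correction or with a higher offset. A bound therefore holds only for the processing used here, and other settings gave folds below some of the bounds. Gene lists for pathways, cell functions and cell types were written before the data were examined but after the paper's tables had been read, so that members shared with Tables S1 to S3 are no independent evidence. Each list was tested with limma's camera function at a preset correlation between genes of 0.01, adjusted over 81 tests of 27 lists (15 tests of 5 marker lists separately). With the batch as a random block, and with a trended and robust prior, the preranked form of camera was used. List values under these settings thus differ in the test as well as in the model, and which of these moved them cannot be told apart. None of the 18 calls among the 27 lists passed with the correlation estimated from the data, where 6 of the 81 tests had an unadjusted p under 0.05. Among lists with a call, the estimate was above 0.01 for some, such as interferon (0.636), TGFβ-induced (0.261) and actin genes (0.0393). It was below 0.01 for the basal (−0.0529), caveolae (−0.00139) and clathrin (0.00233) lists. A call that these lists lost in this setting therefore does not show a correlation above the preset one.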

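The arrays of D2A1-m1 and D2A1-m2 lay on average nearer to each other than to those of D2A1, and with the batch removed the 8 arrays formed 3 groups by line over the most variable genes. Mgp, a matrix protein that inhibits calcification, differed between all 3 lines, with a mean log2 intensity of 7.71 ± 0.39 (SD, n = 3) in D2A1. It was 12.82 ± 0.03 (SD, n = 2) in D2A1-m1 and 10.81 ± 0.15 (SD, n = 3) in D2A1-m2. Tubb2b, a beta-tubulin, set D2A1-m2 apart, at 7.63 ± 0.12 (SD, n = 3) against 4.73 ± 0.25 (SD, n = 2) in D2A1-m1 and 4.57 ± 0.07 (SD, n = 3) in D2A1, where no array detected the probe used. Auts2, a regulator of transcription in neural development, set D2A1 apart, at 9.27 ± 0.07 (SD, n = 3) against 4.72 ± 0.28 (SD, n = 2) in D2A1-m1 and 4.48 ± 0.03 (SD, n = 3) in D2A1-m2, where no array detected it. Over the 340 genes whose SD exceeded 0.1 of the mean on the log2 scale, with the batch removed, the mean Euclidean distance between D2A1-m1 and D2A1-m2 arrays was 16.1 ± 0.649 (SD). It was 35.9 ± 0.690 between D2A1-m1 and D2A1 and 32.6 ± 0.566 between D2A1-m2 and D2A1, and arrays of one line lay 7.44 apart on average and at most 12.5. The distance between the sublines was thus 0.473 ± 0.0211 of their distance to D2A1, and 0.471 within batch 1 and 0.510 within batch 2. The first principal component held 82.2% of the variance and placed D2A1 at 20.3 ± 0.369 (SD, n = 3), D2A1-m1 at −14.1 ± 0.366 (n = 2) and D2A1-m2 at −10.8 ± 0.487 (n = 3). The second held 11.9% and parted the sublines, with D2A1-m1 at 8.65 ± 0.299 and D2A1-m2 at −6.38 ± 0.934, and D2A1 between them at 0.613 ± 2.41. The order of the distances was not tested, and over all kept genes the largest distance within a line, 35.5, exceeded the smallest between lines, 31.6, and with no batch term 17.3 exceeded 16.3. Before the batch was removed, D2A1-m1 replicates 1 and 2 correlated at 0.979 with each other and each at 0.984 with a D2A1-m2 array of its own batch.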

Principal component analysis revealed that each cell line was qualitatively unique, with the metastatic sublines being distinct, but more closely related to each other than to the parental cells (Fig. 7A). Overall, there were 890 genes differentially expressed between the D2A1-m1 cells and parental D2A1 cells, of which 323 genes were with a fold change of ≥1.5. 

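In D2A1-m1, 696 genes rose and 617 fell against D2A1, 1313 of the 9017 tested. Genes that rose included Tpm2, a tropomyosin of actin filaments, at least 19.6-fold higher (adjusted p = 9.32e-08) by the probe used and 0.83 on the log2 scale by its other kept probe, and Chst1, a sulphotransferase of keratan sulphate, at least 13.7-fold higher (adjusted p = 7.59e-08). Lgals7, a galectin of stratified epithelia, rose by 4.27 (standard error 0.27, adjusted p = 1.35e-05) on the log2 scale (4.74 in batch 1 and 3.53 in batch 2). Pdgfrl, a protein related to the receptors of platelet-derived growth factor, rose by 3.86 (adjusted p = 1.30e-06). Ptx3, a secreted pentraxin of innate immunity, was at least 19.5-fold lower (adjusted p = 1.26e-05), and Csn3, the kappa-casein of milk, at least 7.36-fold lower (adjusted p = 1.60e-05). Gli2, a transcription factor of hedgehog signalling, was at least 6.43-fold lower (adjusted p = 3.94e-07), and Shroom2, an actin-binding regulator of cell shape, at least 6.5-fold lower (adjusted p = 1.34e-06). Cyp2c55, a cytochrome P450, was at least 4.04-fold lower (adjusted p = 5.76e-06), and Slc40a1, the iron exporter ferroportin, fell by 2.69 (adjusted p = 0.000161). Of 44 tested genes of the extracellular matrix, 13 rose and 10 fell (the same numbers adjusted over the list alone). The list as a whole did not pass the test (camera, adjusted p = 0.184, mean log2 change 0.19 in batch 1 and 0.39 in batch 2). But it had 0.00194 with the batch as a random block and 0.00518 with a trended and robust prior, both by preranked camera, and 0.0292 by fry. Its changed members ran both ways, as Ecm1 rose by 2.17 (adjusted p = 0.000253) and Ogn, the small proteoglycan osteoglycin, fell by 2.57 (adjusted p = 1.36e-05). Of 9 milk and lactation genes, 2 rose and 2 fell (2 and 3 adjusted over the list alone), with an adjusted p of 0.594 for the list and 0.0244 by fry. Of 5 tested leukocyte markers, 3 rose and 0 fell (the same numbers adjusted over the list alone), among them Cd14, at 1.28 (adjusted p = 0.00359), and Coro1a, at least 1.69-fold higher (adjusted p = 0.000567). The marker list passed the test (adjusted p = 0.00923), but had an adjusted p = 0.225 with an estimated correlation and 0.596 with no detection filter. Of its tested members, Coro1a, Laptm5 and Lyz1 were detected on no D2A1 array, so the detection filter kept them only through the sublines. Another, Arhgdib, is in the paper's Tables S1 to S3. Of 8 tested lung fibroblast markers, 4 rose and 1 fell (the same numbers adjusted over the list alone), with an adjusted p of 0.123. That list passed at 0.0485 with no batch term, 0.00098 with the batch as a random block, 0.00666 with a trended and robust prior and 0.000302 by fry, which does not compare a list with other genes. At an unadjusted p under 0.001, 875 genes passed, and 861 of at least 1.5-fold. The count of 1313 was 498 without D2A1-m1 replicate 1 and 717 without replicate 2, 168 in batch 1 alone and 1248 in batch 2 alone, each with 1 D2A1-m1 array. It was 743 without background correction and 383 with the authors' processed values.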

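D2A1-m2 differed from D2A1 in 1462 genes, of which 800 rose and 662 fell. Casp1, the protease that matures interleukin-1β, rose by 5.62 (standard error 0.21, adjusted p = 5.51e-07) on the log2 scale (5.34 in batch 1 and 6.04 in batch 2). Krt8, a keratin of simple epithelia, rose by 3.26 (adjusted p = 1.64e-05). Tubb2b was at least 4.98-fold higher (adjusted p = 1.22e-06) by the probe used, and at 0.26 to 0.86 on the log2 scale by its 3 other kept probes. Nuak1, a kinase related to AMPK, rose by 2.14 (adjusted p = 6.62e-06). S100a8, a calcium-binding protein of inflammation, fell by 2.98 (standard error 0.35, adjusted p = 0.000453), with changes of −2.92 in batch 1 and −3.09 in batch 2. Ccl17, a chemokine of T cells, was at least 4.19-fold lower (adjusted p = 3.00e-05), and Tmem98, a membrane protein, at least 2.89-fold lower (adjusted p = 6.35e-06). Slpi, a secreted inhibitor of leukocyte proteases, fell by 2.00 (adjusted p = 0.00088), and Olfml2b, of the olfactomedin family, by 2.32 (adjusted p = 9.73e-05). Of 7 tested basal and myoepithelial genes, 4 rose and none fell (the same numbers adjusted over the list alone). The list passed the test (camera, adjusted p = 0.0266, mean log2 change 1.26 in batch 1 and 1.3 in batch 2). It had an adjusted p = 0.539 with an estimated correlation, 0.0912 with no detection filter and 0.0586 with the replicate block in place of the batch. Its members Lgals7 and Mylk, a myosin light chain kinase, rose by 5.14 (adjusted p = 3.16e-06) and 0.83 (adjusted p = 0.00425). In D2A1-m1 3 of these genes rose and none fell (adjusted p = 0.13 for the list, but 0.0115 with the batch as a random block, 0.0214 in batch 2 alone, 0.0172 with a trended and robust prior and 0.0102 by fry), and between the sublines the list did not pass (adjusted p = 0.446). Matrix genes again ran both ways, as 14 of 44 rose and 10 fell, also adjusted over the list alone (adjusted p = 0.215, but 0.00978 with the batch as a random block, 0.0143 with a trended and robust prior and 0.0377 by fry). Of 9 milk genes, 1 rose and 4 fell (the same numbers adjusted over the list alone), with an adjusted p of 0.415 (but 0.0319 with a trended and robust prior and 0.00787 by fry), and Wfdc2, a whey-type inhibitor, fell by 1.66. Of the 5 leukocyte markers, 4 rose and 0 fell (the same numbers adjusted over the list alone), among them Laptm5, at least 1.49-fold higher (adjusted p = 0.000118). That list had an adjusted p of 0.000832, and an adjusted p = 0.22 with an estimated correlation (0.596 with no detection filter). Of the 8 lung fibroblast markers, 3 rose and 2 fell (the same numbers adjusted over the list alone), with an adjusted p of 0.416, but 0.00122 by fry. An unadjusted p under 0.001 was met by 1117 genes, and by 1054 of at least 1.5-fold. In batch 1 alone, with 1 D2A1-m2 array and 1 pair of D2A1 arrays for the spread, 122 genes changed, and in batch 2 alone, with 1 D2A1 array and 1 pair of D2A1-m2 arrays for the spread, 1808. The count of 1462 became 785 without background correction, 917 with an offset of 50 and 391 with the authors' processed values.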

In the case of the D2A1-m2 cells, 1339 genes were differentially expressed, of which 318 had a fold change ≥1.5 (Fig. 7B). 

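Both sublines raised 417 genes and lowered 347 against D2A1, 764 genes in the same direction, while 5 genes moved in opposite directions. Genes that rose in both included Axl, a receptor tyrosine kinase, by 1.45 and 1.38 on the log2 scale in D2A1-m1 and D2A1-m2 (adjusted p = 7.70e-05 and 6.75e-05). Vcam1, a cell adhesion molecule, rose by 2.29 and 2.49 (adjusted p = 0.000274 and 0.000107). Axl and Vcam1 belong to 18 tested genes of mesenchymal transition. Of these, 7 rose and 2 fell (the same numbers adjusted over the list alone) in D2A1-m1, and 8 rose and 0 fell (the same numbers adjusted over the list alone) in D2A1-m2. The list passed in both (camera, adjusted p = 0.0273 and 0.00105), with an adjusted p = 0.734 and 0.539 with an estimated correlation. In D2A1-m1 its adjusted p was 0.112 without D2A1 replicate 3 and 0.0576 without D2A1-m1 replicate 2, 0.129 in batch 1 alone, 0.0585 with no detection filter and 0.0521 with ComBat without the line. Of 9 caveolae genes, 5 rose and 1 fell in D2A1-m1 and 4 rose and 1 fell in D2A1-m2, the same numbers adjusted over the list alone. Cavin1, a coat protein of caveolae, rose by 2.91 and 2.75, and Cavin2 fell by 1.27 in D2A1-m1. The caveolae list passed (adjusted p = 0.0182 and 0.0245), with an adjusted p = 0.539 in both with an estimated correlation, and 0.0572 and 0.0675 in batch 1 alone. In D2A1-m2 it was 0.0703 without D2A1 replicate 3 and 0.0552 with the probe of highest mean. Of 17 genes of cholesterol biosynthesis, 3 rose in D2A1-m1 and 2 in D2A1-m2 and none fell, the same numbers adjusted over the list alone, among them Mvk, mevalonate kinase, by 1.55 and 1.27. That list passed as well (adjusted p = 0.0159 and 0.0266), with an adjusted p = 0.754 in both with an estimated correlation, 0.0849 and 0.126 by fry, and 0.109 and 0.114 with the replicate block and the batch together. Its adjusted p in D2A1-m1 was 0.0745 without D2A1 replicate 2 and 0.0762 without D2A1-m1 replicate 1, and 0.0922 in D2A1-m2 without D2A1 replicate 2. In D2A1-m2 it was also 0.164 in batch 1 alone, 0.0799 with the batch as a random block and 0.0576 with a trended and robust prior. The mean log2 changes of these lists in batches 1 and 2 were 0.38 and 0.60 in D2A1-m1 and 0.50 and 0.76 in D2A1-m2 for mesenchymal transition. They were 0.67 and 0.70, and 0.61 and 0.69, for caveolae, and 0.48 and 0.34, and 0.31 and 0.36, for cholesterol synthesis. The 5 genes that moved in opposite directions were singled out after their values were seen. They are Gjc1, a connexin, at 0.96 in D2A1-m1 and −0.81 in D2A1-m2, and Xlr4a, at least 1.09-fold lower in D2A1-m1 (adjusted p = 0.000611) and at 1.20 in D2A1-m2. The others are the prolactin family genes Prl2c2 at −0.71 in D2A1-m1 and 1.04 in D2A1-m2 and Prl2c3 at −0.83 in D2A1-m1 and 0.97 in D2A1-m2, and Zfp37, a zinc finger gene, at −0.66 in D2A1-m1 and 0.72 in D2A1-m2. Without D2A1-m1 replicate 1 the adjusted p in D2A1-m1 was 0.149 for Gjc1, 0.351 for Prl2c2, 0.176 for Prl2c3 and 0.0714 for Zfp37, so that of the 5 only Xlr4a was called in both sublines. Without D2A1-m1 replicate 2 it was 0.0549 for Zfp37, and without D2A1 replicate 3 it was 0.0876 for Gjc1 in D2A1-m2. Of the 2006 genes changed in either subline, 38.1% changed the same way in both, 27.1% only in D2A1-m1 and 34.5% only in D2A1-m2. The shared genes were 58.2% of those changed in D2A1-m1 and 52.3% of those changed in D2A1-m2. Of the 544 changed only in D2A1-m1, 502 had the same sign in D2A1-m2 and 102 passed the test of the difference between the sublines, and of the 693 changed only in D2A1-m2 these numbers were 638 and 124. Independent lists of these sizes would share 61.8 genes that rose and 45.3 that fell. Part of the excess of 764 over independent lists may come from the shared D2A1 arrays, which are too few to split. Over all genes the 2 sets of log2 changes had a covariance of 0.225, against 0.0118 for unchanged lines that shared simulated D2A1 arrays. The correlation of the 2 sets across genes, which are not independent replicates, was 0.805 against 0.463 in the simulation. Of all genes 78.7% had the same sign in both, against 65.3% simulated, so part of the same-sign counts may also come from shared arrays. The simulated genes varied independently, so shifts common to many genes in the measured D2A1 cultures were left out. The shared count was 382 without D2A1-m1 replicate 1 and 478 without replicate 2, and 205 with the authors' processed values.

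**Figure D1:**
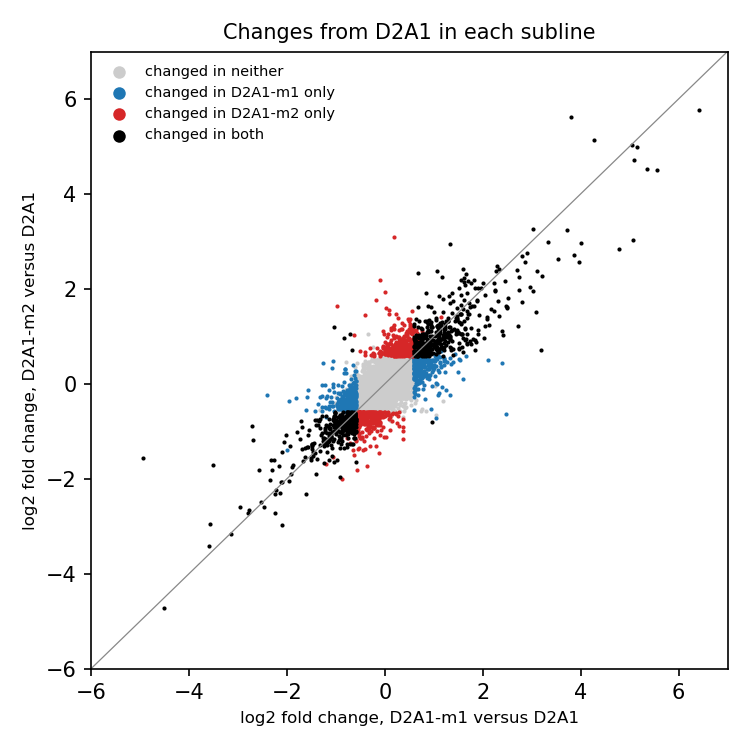
Log2 fold change of each of the 9017 genes in D2A1-m1 (horizontal axis) and D2A1-m2 (vertical axis) against D2A1. Black points are the genes changed in both, blue those changed only in D2A1-m1, red those changed only in D2A1-m2 and grey the others, and most of the 764 shared genes lie near the diagonal line of equal change.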

A comparison of the differentially expressed genes showed that ∼50% were unique to each subline and 50% overlapped as shown in the Venn diagram (Fig. 7B, bottom panel). Unsupervised 2D hierarchical clustering of the D2A1, D2A1-m1 and D2A1-m2 cells (based on genes with a fold change ≥1.5, using their log2 gene expression) confirmed the close relationship of the two sublines but also distinct gene expression patterns (Fig. 7C). 

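Tested directly against each other, D2A1-m1 and D2A1-m2 differed in 385 genes, of which 180 were higher and 205 lower in D2A1-m1. Scara5, a scavenger receptor for ferritin, was higher in D2A1-m1 by 2.47 (standard error 0.17, adjusted p = 0.000311) on the log2 scale (2.17 in batch 1 and 2.71 in batch 2) by the probe used, but its other kept probe was at −0.30. Notum, a secreted enzyme that inactivates Wnt proteins, was higher by 1.60 (adjusted p = 0.00185). Gchfr, a regulator of tetrahydrobiopterin synthesis, was higher in D2A1-m1 by 1.53 (adjusted p = 0.000629), and Mgp and Chst1, high in both sublines, by 2.04 (adjusted p = 0.00126) and 1.94 (adjusted p = 0.000305). In the other direction, D2A1-m1 had less Ptx3, at least 5.54-fold lower (adjusted p = 0.00106) than in D2A1-m2. Tubb2b was at least 5.23-fold lower (adjusted p = 3.82e-05) in D2A1-m1 by the probe used, and at −0.68 to −0.15 by its 3 other kept probes. Xlr4a, an X-linked gene, was at least 2.49-fold lower (adjusted p = 7.94e-05) in D2A1-m1, and Pak3, a kinase of actin remodelling, at least 2.22-fold lower (adjusted p = 0.000476). Phlda3, a p53 target, was at least 2.91-fold lower (adjusted p = 0.0013), and the differences of Crip2, a LIM domain protein, and Prl2c3 were −1.94 (adjusted p = 0.000629) and −1.81 (adjusted p = 0.00106). For clustering, the batch was removed while keeping the lines, which draws arrays of one line together. Average linkage on the correlation of gene-centred log2 values over the 2006 genes changed in either subline gave each line its own branch. The sublines joined at a height (1 minus the correlation) of 0.713 and D2A1 joined them at 1.75, against at most 0.178 within D2A1, 0.0877 within D2A1-m1 and 0.148 within D2A1-m2. These genes were chosen for their difference from D2A1, and over all 9017 genes the ratio of the heights was 0.549 in place of 0.408. With no batch term, over 1600 genes, the heights within a line were at most 0.163 in D2A1, 0.215 in D2A1-m1 and 0.271 in D2A1-m2. The count of 385 rests on single arrays: it was 50 and 32 without D2A1-m1 replicate 1 or 2, and 151, 88 and 85 without D2A1-m2 replicate 1, 2 or 3. With limma, batch 2 alone, with 1 D2A1-m1 array, gave 476 genes and batch 1 alone, with 1 array of each subline, gave 0 at the adjusted p, 18 at an unadjusted p under 0.001 and 432 at an unadjusted p under 0.05.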

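Phf11d, an interferon-responsive gene, rose by 2.80 on the log2 scale (standard error 0.26, adjusted p = 0.000133) in D2A1-m1, and Aldh3a1, an aldehyde dehydrogenase that NRF2 and other stress pathways induce, rose by 2.40 (adjusted p = 0.000277). The water channel Aqp1 rose by 2.74 (adjusted p = 3.41e-05) and the water channel Aqp5 rose by 1.86 (adjusted p = 3.26e-05), while Tnfrsf11b, the decoy receptor osteoprotegerin, rose by 3.73 (adjusted p = 2.63e-06). Genes that fell in D2A1-m1 included Tpd52, a tumour protein of vesicle traffic, by 1.95 (adjusted p = 7.14e-05), and Tuft1, the gene of tuftelin, by 1.70 (adjusted p = 0.000499). In D2A1-m2, Rab32, a small GTPase of mitochondria and organelle traffic, rose by 2.33 (standard error 0.19, adjusted p = 4.86e-05). Gadd45g, a stress-response gene, rose by 2.17 (adjusted p = 8.66e-06), and Gpnmb, a transmembrane glycoprotein, rose by 1.92 (adjusted p = 0.000506). Csrp2, a LIM domain protein of smooth muscle, rose by 1.64 (adjusted p = 3.91e-05), and Eno3, the muscle form of enolase, rose by 1.85 (adjusted p = 1.84e-05). The transcription factor gene Sox12 fell by 1.60 (adjusted p = 4.02e-05) and Aif1l, an actin-bundling protein, by 1.74 (adjusted p = 0.0001). Auts2 was at least 17-fold lower (adjusted p = 7.94e-08) in D2A1-m2, and Ak3, the adenylate kinase of the mitochondrial matrix, fell by 2.72 (adjusted p = 1.73e-05). Of the genes that Tables S1 and S2 list with a fold, 36 and 39 had a probe named here, and each of them changed, in the direction listed. They had been chosen on these same arrays, so this is no independent evidence. Keratins and other epithelial genes went both ways, as 3 rose and 2 fell of 14 tested in D2A1-m1 and 3 rose and 3 fell in D2A1-m2, the same numbers adjusted over the list alone. Esrp2, a splicing factor of epithelia, fell by 1.32 in D2A1-m1 and 1.42 in D2A1-m2, and Krt18, the partner of Krt8 in simple epithelia, by 1.00 in D2A1-m2, against the rise of Krt8. The epithelial list did not pass the test (camera, adjusted p = 0.681 and 0.609). Its mean log2 change was 0.19 in batch 1 and −0.24 in batch 2 for D2A1-m1 and 0.11 in batch 1 and −0.13 in batch 2 for D2A1-m2. This mean was above 0 in both sublines while its median and the test pointed down (mean 0.01, median −0.04 in D2A1-m1 and mean 0.02, median −0.20 in D2A1-m2). Of 5 tested endothelial markers, Aqp1 and Vcam1 rose and Egfl7 fell in both sublines, with an adjusted p of 0.609 and 0.845 for the list, but 0.014 by fry in D2A1-m1. Its mean and the test pointed up and its median down (mean 0.68, median −0.08 in D2A1-m1 and mean 0.47, median −0.21 in D2A1-m2).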

Top differentially expressed genes for D2A1-m1 versus D2A1, and D2A1-m2 versus D2A1, are shown in Tables S1 and S2, respectively. Top genes that were differentially changed in both sublines (Fig. 7B) and their average fold change are shown in Table S3. Similarly, Ingenuity Pathway Analysis (IPA) demonstrated distinct top canonical pathways, while the upstream regulators and molecular and cellular functions were highly overlapping (Fig. 7D; Tables S4 and S5). 

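All 37 genes of Table S3 with a probe named here changed in both sublines, 27 upwards and 10 downwards, and for 10 of them the sublines differed from each other. Because the table was drawn up from these same arrays, this is no independent evidence. Fgf7, a fibroblast growth factor that acts on epithelial cells, was not detected on any D2A1 array. By the processing used here it was at least 59.3-fold higher in D2A1-m1 (adjusted p = 1.19e-07) and 39.1-fold in D2A1-m2 (adjusted p = 1.87e-07). Over the alternatives its lowest folds were 12.4 and 7.8, so such bounds depend on the processing. Thbs2, a thrombospondin of the matrix, was at least 24-fold and 11.4-fold higher, and Id4, an inhibitor of basic helix-loop-helix factors, at least 21.2-fold and 11.4-fold. Arhgdib, found mostly in blood cells, rose by 5.14 in D2A1-m1 (standard error 0.35, adjusted p = 1.70e-05) and 4.98 in D2A1-m2 (standard error 0.32, adjusted p = 1.42e-05) on the log2 scale by the probe used. Another kept probe of Arhgdib did not rise by 1.5-fold in D2A1-m2. Itgbl1, a protein with integrin-like repeats and detected on 1 of 3 D2A1 arrays, rose by 5.09 and 4.71 and Mgp by 5.07 and 3.03, each at an adjusted p of at most 8.26e-06. Dap, a death-associated protein, rose by 1.68 and 1.53 (adjusted p = 0.000208 and 0.00022). Downwards, Ydjc fell by 2.97 in D2A1-m1 and fell by 2.59 in D2A1-m2, and Chchd10, a protein of mitochondria, by 2.3 and 1.81 (adjusted p = 0.000961 and 0.00199). Casp1 is among 7 tested inflammasome and pyroptosis genes, of which 6 rose and none fell in each subline, the same numbers adjusted over the list alone. Gsdmd, the pore-forming gasdermin D, rose by 3.09 in D2A1-m1 and 1.50 in D2A1-m2, the DNA sensor Aim2 was at least 3.58-fold and 3.88-fold higher, and Casp4 at least 2.19-fold and 2.77-fold. The inflammasome list passed in both (camera, adjusted p = 9.46e-05 and 8.07e-05), with an adjusted p = 0.539 in both with an estimated correlation. Its mean log2 changes were 1.50 in batch 1 and 1.91 in batch 2 in D2A1-m1 and 1.86 in batch 1 and 1.90 in batch 2 in D2A1-m2. The sublines were not shown to differ in it (adjusted p = 0.504). Of 20 leukocyte markers with a probe, 15 were detected on no subline array, but of the 5 tested, 3 rose in D2A1-m1 and 4 in D2A1-m2 (adjusted p = 0.00923 and 0.000832, and an adjusted p = 0.225 and 0.22 with an estimated correlation). Coro1a, Laptm5 and Lyz1 were among these 5 only because subline arrays detected them, as no D2A1 array did. Of 8 tested genes of the Id family and BMP signalling, 2 rose in D2A1-m1 and 3 in D2A1-m2 and none fell, the same numbers adjusted over the list alone. Id2 was at least 1.86-fold higher and Id3 at 1.16 on the log2 scale in D2A1-m2, and the list did not pass (adjusted p = 0.468 and 0.195). In D2A1-m1 and D2A1-m2 it passed at 0.000731 and 0.000342 with the batch as a random block, 0.000484 and 0.000116 with a trended and robust prior and 0.00907 and 0.00787 by fry.

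**Figure D2:**
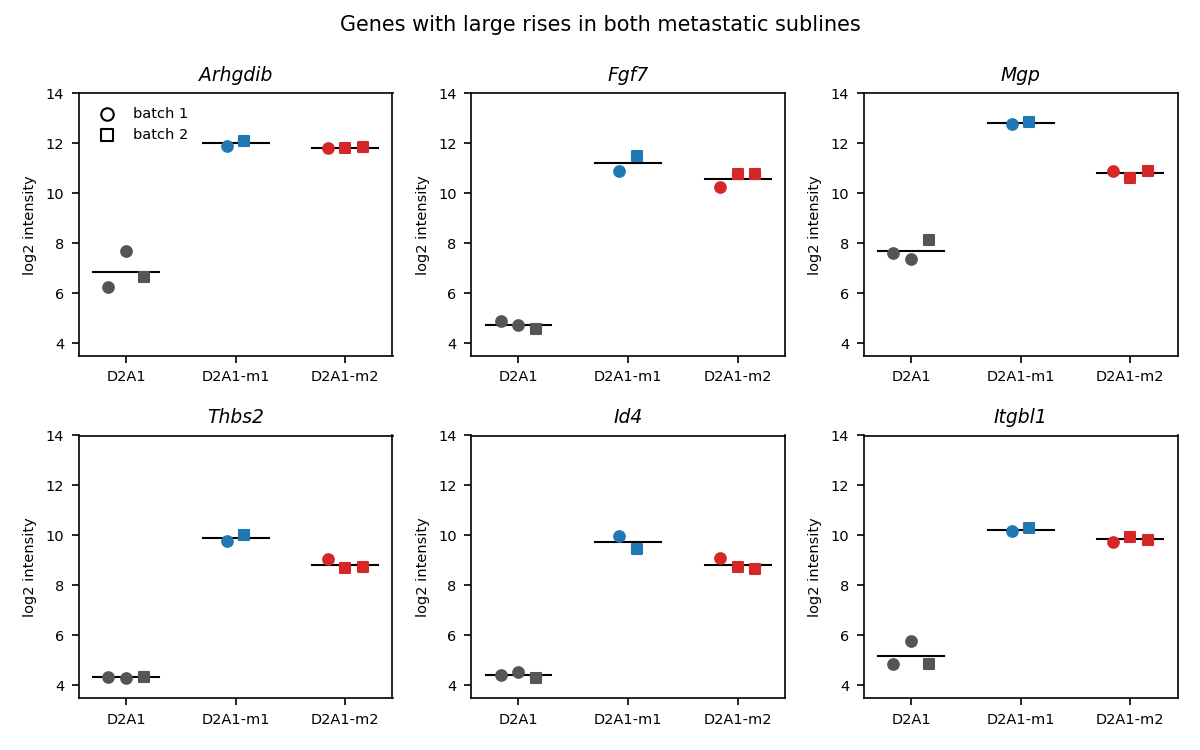
Normalized log2 intensity (vertical axis) of Arhgdib, Fgf7, Mgp, Thbs2, Id4 and Itgbl1 on each array of D2A1, D2A1-m1 and D2A1-m2 (horizontal axis), before any correction for the batch. Circles are arrays of batch 1, squares arrays of batch 2 and lines the means of each line's arrays, and every array of both sublines lies above every D2A1 array in the 6 panels.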

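Of 66 tested genes of the actin cytoskeleton, 23 rose and 3 fell in D2A1-m2, the same numbers adjusted over the list alone. The list passed the test (camera, adjusted p = 1.26e-05, mean log2 change 0.47 in batch 1 and 0.58 in batch 2), with an adjusted p = 0.539 with an estimated correlation. Tpm2 was at least 19.2-fold higher (adjusted p = 7.94e-08) by the probe used, with its other kept probe at 0.53 on the log2 scale, and Pak3 was at least 2.11-fold higher (adjusted p = 4.02e-05). Tpm1, another tropomyosin, rose by 0.83 on the log2 scale (standard error 0.12, adjusted p = 0.00143), while Tmsb4x, which binds actin monomers, was at least 1.74-fold lower (adjusted p = 2.34e-05). Of 32 tested genes of clathrin-mediated endocytosis, 2 rose and 0 fell in D2A1-m1 and 5 rose and 0 fell in D2A1-m2, the same numbers adjusted over the list alone. In D2A1-m2 the clathrin light chain Clta rose by 0.74 (adjusted p = 0.00301), Synj2, a phosphatase of coated vesicles, was at least 1.45-fold higher (adjusted p = 0.00073), and the adaptor Sh3kbp1 rose by 1.39 (adjusted p = 0.000221). The clathrin list passed in D2A1-m2 (adjusted p = 0.0285, mean log2 change 0.24 in batch 1 and 0.25 in batch 2), with an adjusted p = 0.539 with an estimated correlation. Its adjusted p was 0.0794 without D2A1 replicate 1 and 0.0787 with the authors' processed values, 0.0675 in batch 1 alone, 0.0559 with the batch as a random block, 0.0611 with a trended and robust prior and 0.0552 with the probe of highest mean. It did not pass in D2A1-m1 (adjusted p = 0.215, but 0.0319 by fry), and a difference between the sublines was not shown (adjusted p = 0.246). Of 23 genes of hedgehog and Wnt signalling, which make up the basal cell carcinoma pathway, 5 rose and 4 fell in D2A1-m1 and 5 rose and 1 fell in D2A1-m2, the same numbers adjusted over the list alone. Wnt10a rose by 2.37 (standard error 0.25, adjusted p = 0.00023) in D2A1-m2, and Nkd2, an inhibitor of Wnt signalling, rose by 1.50 (adjusted p = 0.000252) in D2A1-m1. The list did not pass (adjusted p = 0.609 in D2A1-m1 and 0.223 in D2A1-m2). Of 26 genes of adherens junctions, 2 fell and none rose in D2A1-m1 (0 rose and 3 fell adjusted over the list alone). In D2A1-m2 3 rose and 1 fell, and Nectin2 fell by 1.04 (adjusted p = 0.855 and 0.475 for the list, but 0.00343 by fry in D2A1-m2). Of 9 genes of steroid hormone synthesis, 2 rose in D2A1-m1 and 3 in D2A1-m2 and none fell, the same numbers adjusted over the list alone. Akr1c18, a hydroxysteroid dehydrogenase, was at 3.97 in D2A1-m1 and 2.57 in D2A1-m2 (adjusted p = 0.223 and 0.861 for the list, but 0.0425 by fry in D2A1-m1). Of 15 genes that glucocorticoids induce, 3 rose and 2 fell in D2A1-m1 (3 and 3 adjusted over the list alone) and 3 rose and 2 fell in D2A1-m2. Among them, Angptl4 was at 2.47 in D2A1-m1 (adjusted p = 0.767 and 0.855 for the list). For the cell functions, 3 rose and 2 fell of 35 cell cycle genes in D2A1-m1, where Ccnd1, the gene of cyclin D1, rose by 1.68, and 2 rose and 0 fell in D2A1-m2 (adjusted p = 0.544 and 0.84). Of 19 cell death genes, 3 rose and 2 fell in D2A1-m1 and 1 rose and 2 fell in D2A1-m2 (adjusted p = 0.689 and 0.821). Of 11 survival genes, 1 rose and 1 fell in D2A1-m1 and 1 rose and 0 fell in D2A1-m2 (adjusted p = 0.446 and 0.152, but 0.00565 and 0.00337 by fry). Cflar, an inhibitor of caspase-8, rose by 1.28 and 0.89. Adjusted over the list alone, the cycle, death and survival numbers were the same. Mean, median and test differed in sign for 5 of these lists. In D2A1-m1 these were hedgehog and Wnt (mean just below 0, median 0.08, test up) and adherens junctions (mean −0.03, median 0.01, test down). In D2A1-m2 they were steroid synthesis (mean 0.30, median −0.18, test up), glucocorticoid targets (mean 0.12, median −0.12, test up) and cell death (mean −0.02, median 0.03, test down).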

Even though in both D2A1-m1 and D2A1-m2 cells, TGFβ1 is identified as an upstream regulator, only in D2A1-m2 subline is the predictive *z*-score >2-fold, indicating a stronger activation of this pathway in D2A1-m2 cells than in the parental and D2A1-m1 cells, and potentially accounting for the observed ability of the D2A1-m2 subline to promote stromal activation.

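Of 39 tested genes that TGFβ induces in many cell types, 14 rose and 3 fell in D2A1-m2, the same numbers adjusted over the list alone, and 7 rose and 3 fell in D2A1-m1 (8 and 3 adjusted over the list alone). Acta2, the smooth muscle actin that marks activated fibroblasts, rose by 2.18 on the log2 scale (standard error 0.33, adjusted p = 0.00178) in D2A1-m2 and changed by −0.09 (standard error 0.36, adjusted p = 0.872) in D2A1-m1. Sparc, a matricellular protein, rose by 1.61 (standard error 0.18, adjusted p = 0.000333) in D2A1-m2, whereas Bgn, the proteoglycan biglycan, fell by 2.78 in D2A1-m1 and fell by 2.66 in D2A1-m2 (adjusted p = 5.24e-05 and 4.59e-05). Tgfb1 itself was near 0 in both, at 0.01 (adjusted p = 0.977) in D2A1-m1 and −0.04 (adjusted p = 0.845) in D2A1-m2. The list passed the test in D2A1-m2 (camera, adjusted p = 0.00224, mean log2 change 0.27 in batch 1 and 0.70 in batch 2), with an adjusted p = 0.754 with an estimated correlation. Its adjusted p was 0.1 without D2A1 replicate 3 and 0.164 in batch 1 alone. It did not pass in D2A1-m1 (adjusted p = 0.236, but 0.00324 in batch 2 alone, mean log2 change 0.06 in batch 1 and 0.41 in batch 2). Tested directly, it was lower in D2A1-m1 than in D2A1-m2 (adjusted p = 0.0182, mean log2 difference −0.21 in batch 1 and −0.29 in batch 2). That difference had an adjusted p = 0.754 with an estimated correlation, 0.305 by fry, 0.0886 with no detection filter, 0.0675 in batch 1 alone, 0.0909 without D2A1-m1 replicate 1 and 0.0738 without D2A1-m2 replicate 3. There were 5 genes lower and none higher (9 and 2 adjusted over the list alone). Acta2 was among them, at −2.28 (adjusted p = 0.0117), with 0.118 and 0.128 without D2A1-m1 replicate 1 or 2 and 0.0633 and 0.0677 without D2A1-m2 replicate 2 or 3. Of 21 components of the TGFβ pathway, 3 rose and 1 fell in D2A1-m1 and 5 rose and 1 fell in D2A1-m2, the same numbers adjusted over the list alone (adjusted p = 0.504 and 0.209 for the list, but 0.0415 by fry in D2A1-m2). In D2A1-m2, Ltbp1, which anchors latent TGFβ in the matrix, rose by 1.46 (adjusted p = 0.00111), and Inhba, the activin A subunit, rose by 1.32 (adjusted p = 0.0011). Ski, a repressor of SMAD signalling, rose by 0.95 (adjusted p = 0.00214) in D2A1-m2, and in D2A1-m1 the coreceptor Tgfbr3 rose by 1.13 (adjusted p = 0.0033). Of 37 secreted factors that act on stromal cells, 13 rose and 3 fell in D2A1-m1 (14 and 4 adjusted over the list alone) and 13 rose and 6 fell in D2A1-m2 (13 and 7). As a list they did not pass (adjusted p = 0.106 and 0.127, and 0.594 between the sublines). They passed in D2A1-m1 at 0.000425 with the batch as a random block, 0.0189 in batch 2 alone, 8.24e-05 with a trended and robust prior, 0.0486 with the replicate block and the batch together and 0.00907 by fry, and in D2A1-m2 at 0.00215 with the batch as a random block, 0.0189 in batch 2 alone, 0.000926 with a trended and robust prior, 0.0311 without D2A1-m2 replicate 1 and 0.00907 by fry. Among them, Angpt1, a ligand of endothelial cells, was at least 2.42-fold higher (adjusted p = 2.26e-05) in D2A1-m1 and at least 2.82-fold in D2A1-m2. S100a4, a secreted marker of fibroblasts and metastasis, rose by 1.75 (adjusted p = 4.20e-05) in D2A1-m1. Of 25 lung fibroblast markers with a probe, 17 were detected on no subline array. The upstream regulator scores of Ingenuity Pathway Analysis were not computed here. From TGFβ1 being predicted as an upstream regulator in both sublines, with a score past the limit only in D2A1-m2, the paper infers stronger activation of the pathway in D2A1-m2 cells than in D2A1 and D2A1-m1 cells. The paper proposes that this potentially underlies the stromal activation seen with D2A1-m2.

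**Figure D3:**
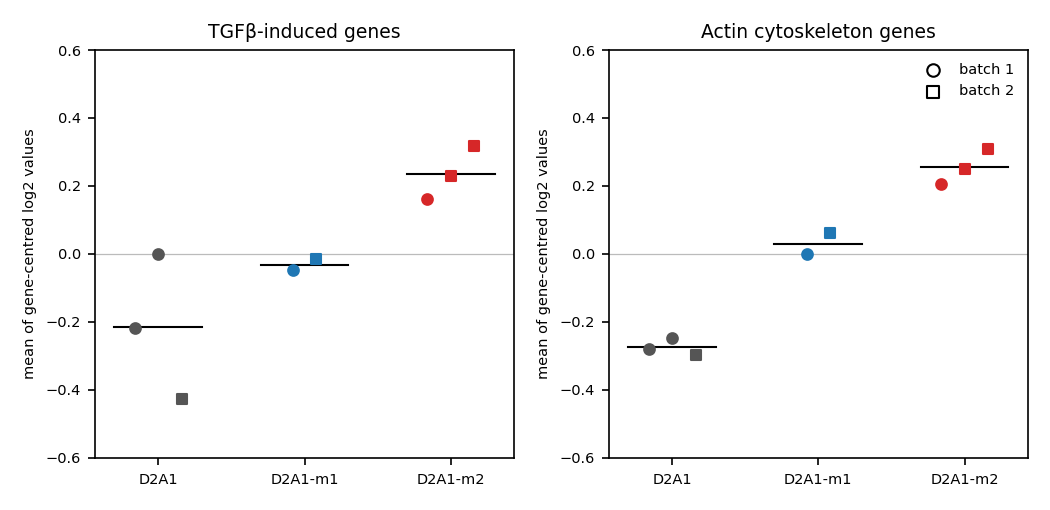
Mean of the gene-centred log2 values of the 39 TGFβ-induced genes (left) and the 66 actin cytoskeleton genes (right) on each array of D2A1, D2A1-m1 and D2A1-m2 (horizontal axis). Circles are arrays of batch 1, squares arrays of batch 2 and lines the means of each line's arrays, and the D2A1-m2 arrays lie between 0.16 and 0.32 for the TGFβ-induced genes and between 0.21 and 0.31 for the actin genes, above every D2A1 array.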

**Fig. 7.**
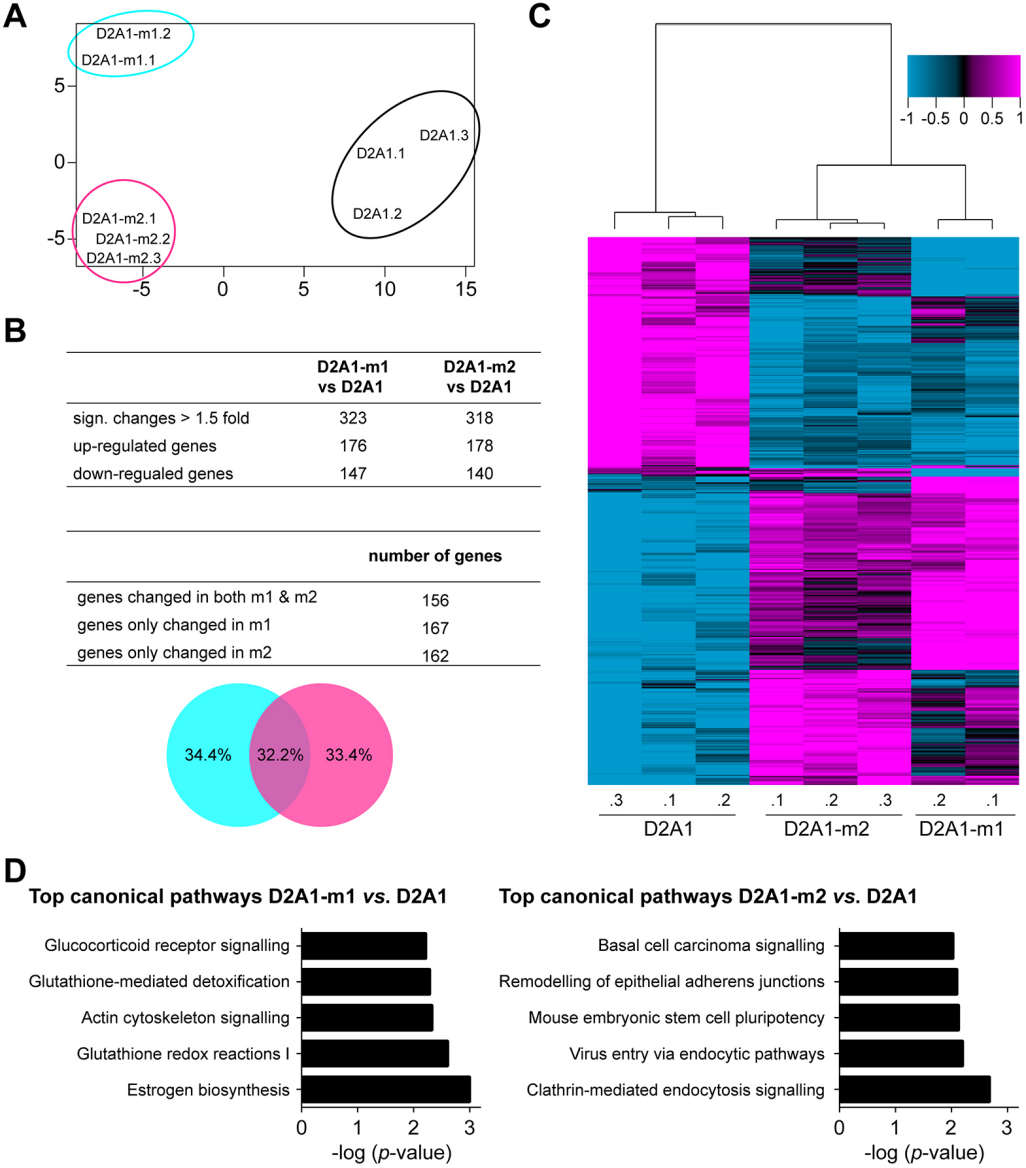
**Gene expression profiling.** RNA was isolated from independent biological replicates (D2A1.1, D2A1.2 and D2A1.3; D2A1-m1.1 and D2A1-m1.2; D2A1-m2.1, D2A1-m2.2 and D2A1-m2.3) and subject to gene expression profiling. (A) Principal component analysis estimating the relations of D2A1, D2A1-m1 and D2A1-m2 cells based on the genes with coefficient of variance >0.1 across the eight samples. (B) The number of differentially expressed genes (*P*<0.001, ≥1.5-fold change), for D2A1-m1 versus D2A1, and D2A1-m2 versus D2A1, is shown in the top panel. The number of unique and shared differentially expressed genes between D2A1-m1 and D2A1-m2 sublines is shown in the middle panel. The bottom panel is a Venn diagram depicting percentages. (C) Dendrogram shows correlation-centred hierarchical clustering based on average linkage. Tumour cell expression data of 481 genes that were significantly differentially expressed between D2A1 and D2A1-m1, or D2A1 and D2A1-m2, cells with ≥1.5-fold change (*P*<0.001) are shown. (D) The top canonical pathways changed between D2A1-m1 and D2A1, as well as D2A1-m2 and D2A1, identified using IPA (*P*<0.05) based on the differentially expressed genes (*P*<0.001, ≥1.5-fold change).

## DISCUSSION

Studying the complex mechanisms driving breast cancer metastasis and therapeutic response of advanced disease has been hampered by the lack of robust *in vivo* models, and in particular spontaneously metastatic syngeneic models with which the interaction with an intact immune system can be studied. To date, there has been heavy reliance on the BALB/c-derived 4T1 cell line (Aslakson and Miller, 1992; Fantozzi and Christofori, 2006) as 4T1 cells, and selected 4T1 sublines, readily form primary orthotopic tumours that can spontaneously metastasise to the lungs and other secondary sites (Eckhardt et al., 2005; Fantozzi and Christofori, 2006; Yang et al., 2004). More recently, Johnstone and colleagues have described the generation of a spontaneously metastatic E0771.LMB subline from the C57BL/6-derived E0771 mouse medullary mammary adenocarcinoma E0771 cell line (Johnstone et al., 2015) that provides a valuable model in a different mouse strain (Chen et al., 2017). The molecular and phenotypic characterisation of 12 mouse mammary carcinoma cell lines (Yang et al., 2017) provides valuable information for the research community, but, as the authors note, the efficiency of metastatic spread with these lines lacks reproducibility; for example, only 45% of the mice inoculated with parental D2A1 cells had detectable metastatic lesions in the lungs. Alternatives to syngeneic mouse cell lines are tumour-prone genetically modified mice (Fantozzi and Christofori, 2006), such as those expressing a polyoma middle T (PyMT) (Guy et al., 1992a) or ErbB2/neu (Guy et al., 1992b) transgene in the mammary gland. Genetically modified models have provided powerful insights into tumour initiation and progression, but they have limitations when studying the development of distant metastases, owing to the variable latency and often late presentation of secondary disease, and the inability to rapidly perform additional genetic manipulation. In addition to the mouse syngeneic models, there are many human breast cancer cell lines that can be grown as xenografts in immunocompromised mice, and, more recently, an increasing number of patient-derived xenografts in which primary tumour material is transplanted directly into immunocompromised mice and then serially passaged. Such models have been extremely valuable for studying the heterogeneity of human disease and for monitoring response to tumour-targeting agents (Bruna et al., 2016; Byrne et al., 2017; Holen et al., 2017; Neve et al., 2006). However, few of these models reproducibly spontaneous metastasise. Further, the lack of a species-matched stroma, and the lack of an intact immune system, limit the interrogation of breast cancer biology and/or the assessment of stromal targeting agents. Consequently, there remains an urgent need to develop a wider variety of syngeneic models with which the different stages of the metastatic cascade can be investigated.

In this study, we describe the generation and characterisation of two sublines of the poorly metastatic mouse mammary tumour cell line, D2A1. These sublines, D2A1-m1 and D2A1-m2, reproducibly give rise to spontaneous metastases from the primary tumour to the lungs, and in experimental metastasis assays readily colonise the lung, liver and, in case of the D2A1-m1 subline, bone. However, there are notable differences in the behaviour of these two sublines *in vivo*. In particular, the D2A1-m1 subline, compared to the D2A1-m2 subline, is less efficient at disseminating from the primary tumour in a spontaneous metastasis assay, but more efficient at colonising the lungs, bone and liver when inoculated via the tail vein, the left ventricle of the heart or the spleen, respectively. This would suggest that the D2A1-m1 subline has acquired properties that better enable it to extravasate from the circulation and/or efficiently proliferate at these secondary sites and that, conversely, the D2A1-m2 subline has acquired properties that better enable it to disseminate from the primary tumours.

To address the potential mechanism underlying these distinct phenotypes, first we extensively characterised these cells lines in *in vitro* assays. In adherent cultures, the two sublines have distinct morphologies, with the D2A1-m1 cells having a more elongated, and the D2A1-m2 cells have a more rounded, shape. However, these morphological differences did not relate to their behaviour, with both sublines, surprisingly, showing a lower rate of proliferation and migration compared to the parental D2A1 cells. More revealing was their behaviour in non-adherent conditions. When normal epithelial cells are detached from a matrix, a programme of caspase-mediated apoptosis, known as anoikis, is activated (Frisch and Screaton, 2001; Paoli et al., 2013). A hallmark of cancer is ‘resisting cell death’ (Hanahan and Weinberg, 2011), and D2A1 parental cells show evidence of such resistance as evidenced by their ability to form and proliferate as free-floating tumour spheroids when plated into U-bottom low-attachment plates. However, when plated under conditions that do not promote cell-cell contact between the detached cells (low-adherent flat-bottomed plates), within 24 h, >50% of the D2A1 cells show markers of apoptotic cell death, compared to <10% of the cells plated onto adherent flat-bottomed plates. In the same assays, both metastatic sublines show increased resistance to anoikis, and in spheroid culture, the D2A1-m2 cells show enhanced proliferative ability. Consequently, we conclude that the increased metastatic potential of the two sublines is caused, at least in part, by their ability to survive in a more hostile environment. However, these *in vitro* studies were relatively uninformative as to why the D2A1-m1 subline shows a more aggressive behaviour in experimental metastasis assays. 

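In D2A1-m1, glutathione genes moved in both directions: of 28 tested genes of glutathione synthesis, redox reactions and conjugation, 7 rose and 3 fell (7 and 4 adjusted over the list alone). Mgst2, a microsomal glutathione transferase, rose by 1.51 on the log2 scale (standard error 0.21, adjusted p = 0.00124), and Gstz1, a transferase of tyrosine breakdown, fell by 0.87 (standard error 0.11, adjusted p = 0.000961). As a list they did not pass the test (camera, adjusted p = 0.558, mean log2 change −0.08 in batch 1 and 0.04 in batch 2). They had a mean of −0.03, a median of 0.14 and a test that pointed up. Camera asks for a shift in one direction against other genes, which is not the measure of the paper's pathway analysis. In D2A1-m2, 4 rose and 2 fell (4 and 4 adjusted over the list alone), with an adjusted p of 0.663 for the list and 0.35 for the difference between the sublines. Gstp2, a cytosolic transferase, was at least 1.27-fold higher (adjusted p = 0.000269) in D2A1-m2. Of 16 further genes that NRF2 induces, 1 rose and 2 fell in D2A1-m1 and 1 rose and 1 fell in D2A1-m2, the same numbers adjusted over the list alone (adjusted p = 0.873 and 0.558). In D2A1-m1 their mean and median (mean 0.11, median −0.03) differed in sign, and the test pointed up. Of 66 actin cytoskeleton genes, 15 rose and 5 fell in D2A1-m1 against D2A1, the same numbers adjusted over the list alone. The actin list passed in D2A1-m1 (adjusted p = 0.0273, mean log2 change 0.26 in batch 1 and 0.36 in batch 2), with an adjusted p = 0.734 with an estimated correlation. Its adjusted p was 0.113 without D2A1 replicate 3, 0.0909 without D2A1-m1 replicate 2 and 0.164 in batch 1 alone. Tpm1 rose by 1.01 (adjusted p = 0.000883), while Flnc, the muscle filamin, fell by 2.06 (standard error 0.16, adjusted p = 4.03e-05) and Tmsb4x was at least 1.67-fold lower (adjusted p = 3.41e-05). Between the sublines the actin list was lower in D2A1-m1 (adjusted p = 0.00141, mean log2 difference −0.21 in batch 1 and −0.22 in batch 2), with an adjusted p = 0.539 with an estimated correlation. In that comparison 7 genes were lower and none was higher (9 and 0 adjusted over the list alone).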

Some clues are provided by gene expression profiling, in which examination of genes differentially expressed between the D2A1-m1 subline and the parental cells revealed the upregulation of canonical pathways involved in glutathione regulation and the actin cytoskeleton, features that could provide an advantage for the cells in extravasating from the circulation and/or surviving in the foreign metastatic environments. Future studies will be required to fully address this hypothesis, and it will certainly be of interest to compare the transcriptional profile of the D2A1 sublines freshly isolated from tumours, as this might well be more informative that profiling the sublines grown in culture.

More informative was the analysis of the D2A1-m2 subline. In addition to showing an increased resistance to anoikis, the D2A1-m2 primary tumours, in both immunocompetent BALB/c mice and immunocompromised NSG mice, showed striking infiltration of αSMA-positive stromal fibroblasts and pericytes. At least in part, this phenotype could be recapitulated *in vitro*, showing that when presented with an option for directional migration, cultured fibroblasts preferentially migrate, at an increased velocity, towards the D2A1-m2 subline and D2A1-m2 conditioned medium, but not conditioned medium from D2A1 or D2A1-m1 cells, to promote fibroblast activation, as monitored in a gel contraction assay. A number of studies have demonstrated that an activated stroma, in particular the presence of activated pericytes on the blood vessels, is required for efficient intravasation of tumour cells from the primary tumour into the circulation (Harney et al., 2015; Viski et al., 2016; Xian et al., 2006; Yang et al., 2016), and activated cancer-associated fibroblasts can prime tumour cells for metastatic growth (Zhang et al., 2013). The data presented here suggest that the increased efficiency of the D2A1-m2 subline to spontaneously metastasise might, at least in part, result from the ability to recruit and activate stromal cells, particularly stromal fibroblasts and pericytes.

In summary, the data presented here describe the derivation and characterisation of two new syngeneic metastatic mouse mammary carcinoma cell lines that have both overlapping and distinct behaviours when introduced into mice. Surprisingly, the ability of these cells to give rise to both spontaneous and experimental metastases *in vivo* is not reflected by a more aggressive phenotype in *in vitro* proliferation, migration and invasion assays. However, some clues as to the mechanisms driving the metastatic phenotype have been revealed by assessing the cell lines in non-adherent culture and by examination of the tumour stroma.

## MATERIALS AND METHODS

### *In vivo* studies

All *in vivo* studies were performed under UK Home Office Project Licences 70/7413 and P6AB1448A granted under the Animals (Scientific Procedures) Act 1986. All studies were performed at The Institute of Cancer Research (Establishment Licence, X702B0E74 70/2902). Ethical permission was granted by the Institute of Cancer Research ‘Animal Welfare and Ethical Review Body’ (AWERB). Female BALB/c and NSG mice (Charles River) between 6 and 12 weeks of age were housed in individually ventilated cages, monitored on a daily basis for signs of ill health, and had food and water *ad libitum*. In all cases, experiments were terminated if the primary tumour reached a maximum allowable diameter of 15 mm or if a mouse showed signs of ill health.

The two metastatic sublines were generated independently (Fig. 1A). In each case, 5×10^4^ D2A1 cells were injected into the fourth mammary fat pad of a single BALB/c mouse under general anaesthesia. When the primary tumour reached 12-14 mm in diameter, lungs were dissected postmortem, mechanically dissociated and placed into culture in Dulbecco's modified Eagle's medium (DMEM; Gibco by ThermoFisher) plus 10% foetal bovine serum (FBS; Gibco by ThermoFisher) and 1% penicillin/streptomycin. The medium was changed after 24 h and then twice a week. After 2 weeks, when tumour cell colonies were visible, cells were replated and expanded. Once expanded, 5×10^4^ cells were injected via the tail vein into a single BALB/c mouse. After 11-13 days, lungs were processed as before. The intravenous inoculation was repeated a further two times, each time into a single mouse. This procedure resulted in the two independently selected D2A1 sublines, D2A1-m1 and D2A1-m2.

For spontaneous metastasis assays, 5×10^4^ cells were injected into the fourth mammary fat pad of BALB/c or NSG mice under general anaesthesia. Tumour growth was monitored using callipers and tumour volume calculated as 0.5236×[(width+length)/2]^3^ (Janik et al., 1975). Primary tumours and lung tissue were formalin-fixed and paraffin-embedded (FFPE) prior to sectioning. FFPE sections of primary tumours were stained with αSMA (Sigma-Aldrich, clone 1A4, 1:1000 dilution) or endomucin (Santa Cruz Biotechnology, SC-65495; 1:2000 dilution). Detection was achieved with the VectaStain ABS system and sections were scanned on a NanoZoomer Digital Pathology scanner (Hamamatsu). Horseradish peroxidase staining was analysed in ImageJ from ≥6 fields of view per tumour, avoiding areas of necrosis. To quantify lung tumour burden, sections were taken midway through the lung and stained with Haematoxylin and Eosin (H&E). Sections were scanned and analysed using the NanoZoomer Digital Pathology scanner, file names were blinded, and the number of macroscopic tumour nodules (defined as having a minimum area of 1000 µm^2^/nodule) were counted manually or quantified as percentage tumour burden. The percentage lung tumour burden was defined as (total tumour area)/(lung area)×100 from a coronal H&E section of the lung. Where indicated, primary tumours were surgically resected under general anaesthesia.

For intravenous inoculation, 4×10^5^ cells were injected into the tail vein of BALB/c mice. After 11 days, mice were sacrificed. Lungs were processed as described in the spontaneous metastasis assay. For intracardiac inoculation, 2×10^5^ luciferase expressing cells were injected into the left ventricle of BALB/c mice under general anaesthesia. Tumour burden was analysed by *ex vivo* IVIS imaging. Mice were injected intraperitoneally with 150 mg/kg D-luciferin (Caliper Life Sciences) in 100 µl. After 5 min, dissected hind limb long bones and brains were imaged using an IVIS imaging chamber (IVIS Illumina II). Luminescence measurements (photons/second/cm^2^) were acquired over 1 min and analysed using Living Image software (PerkinElmer) by placing a constant size region of interest over the tissues. For intrasplenic inoculation, 2×10^5^ luciferase expressing cells were inoculated into the spleen parenchyma of BALB/c mice under general anaesthesia. After 10 min, a splenectomy was performed to avoid growth of splenic tumours. Tumour burden in the liver was assessed by *ex vivo* IVIS imaging as described above.

### Cell lines

D2A1 cells were from Chambers laboratory stocks, from stocks originally obtained from Dr Fred Miller (Mahoney et al., 1985; Miller et al., 1989). NIH-3T3 cells were from Isacke laboratory stocks. Cells were maintained in DMEM plus 10% FBS and 1% penicillin/streptomycin. Cells were luciferase transduced with lentiviral expression particles containing a firefly luciferase gene and a blasticidin-resistance gene (Amsbio, LVP326). All cells were routinely subject to mycoplasma testing.

### *In vitro* studies

For cell shape analysis, 1×10^3^ cells/well were seeded into a ViewPlate-96 Black with optically clear bottom (PerkinElmer). After 24 h, cells were fixed in 4% paraformaldehyde (PFA) and permeabilised with 0.5% Triton X-100, prior to staining with DAPI (Molecular Probes, D1306, 1:10,000) and Alexa Fluor 488-labelled phalloidin (Molecular Probes, A12379, 1:500). Automated image acquisition was performed on an Operetta high content imaging system (Perkin Elmer). Cell shapes were analysed using basic algorithms in the Harmony high content analysis software package (PerkinElmer). Cells were initially defined using the DAPI channel to identify the nucleus, and the cytoplasm was segmented using the Alexa Fluor 488 channel. After this, the Harmony software allows the extraction of cell shape parameters, including ‘cell roundness’. On average, 1110 cells were analysed per well (*n*=6 wells/cell line).

For cell proliferation/viability assays, 1×10^3^ cells/well were seeded into 96-well plates. Cell viability was quantified either by CellTiter-Glo (Promega) at the indicated time points or by time-lapse imaging and quantification of cell confluence using the Live-Cell Analysis System IncuCyte (EssenBioscience).

For colony formation assay, 50 cells/well were seeded into a six-well plate. Tumour cell colonies were stained 7 days later with Crystal Violet. Plates were scanned using a GelCount (Oxford Optronix), and image analysis was performed using GelCount software and ImageJ.

For scratch wound migration assays, cells were seeded at high density to form a confluent layer in a 96-well Image Lockplate (EssenBioscience). Scratches were created using a WoundMaker tool (EssenBioscience). Plates were imaged for 72 h and analysed using the Live-Cell Analysis System IncuCyte (EssenBiosience).

For the Transwell migration assay, 1×10^3^ cells/well were seeded into IncuCyte ClearView 96-well chemotaxis plates in DMEM supplemented with 3% FBS. The bottom well contained DMEM supplemented with 10% FBS. Chemotactic migration was monitored and analysed using the IncuCyte Chemotaxis System (EssenBiosience).

For competitive fibroblast attraction assays, the µ-Slide Chemotaxis system (ibidi) was used. In brief, 1.2×10^4^ 3T3 fibroblasts were seeded into the central observation chamber. After 3 h, 3×10^4^ D2A1 cells were seeded into the left reservoir and either D2A1, D2A1-m1 or D2A1-m2 cells were seeded into the right reservoir. Migration of 3T3 fibroblasts was imaged over 8 h (20 min intervals) using Slidebook 6 (3i) and a Nikon Eclipse TE2000-5 widefield microscope equipped with a plan fluor 10×/0.3 NA PH1 WD 16 mm objective (Nikon) and a temperature- and CO_2_-controlled chamber. Cell migration was analysed using the ImageJ Manual Tracking module and Chemotaxis and Migration Tool (ibidi) plugin.

To collect conditioned medium, cells were seeded in DMEM supplemented with 10% FBS and cultured until 70-80% confluency. The medium was then changed to DMEM supplemented with 2% FBS. Conditioned medium was collected after 24 h and filtered prior to use. For fibroblast contraction assays, 7×10^4^ 3T3 fibroblasts were embedded in 100 µl of a Matrigel (final concentration 2 mg/ml, Corning) and rat tail Collagen I (final concentration 4 mg/ml, Corning) mixture and seeded onto a glass-bottomed dish (P24G-1.0-13-F, MatTek Corporation). After the gel was set at 37°C, conditioned medium or DMEM supplemented with 2% FBS with or without recombinant TGFβ1 (R&D Systems) (5 ng/ml) was added. After 14 days, plates were scanned and the contracted gel area was measured using ImageJ.

For apoptosis assays, 5×10^4^ cells/well were plated into either tissue culture-treated or low-adherence six-well plates. Then, 24 h after seeding, cells were stained with the Annexin V-APC/PI Apoptosis Detection Kit (eBioscience) and analysed using a BD Biosciences LSRII flow cytometer with FACSDIVA and FlowJo software.

For spheroid growth assays, 1×10^2^ cells were seeded into ultra-low-adherence 96-well round-bottomed plates (Corning). Spheroid growth was monitored using the Celigo Image Cytometer (Nexcelom Bioscience). Cell viability was monitored with CellTiter-Glo at the indicated time points. To ensure proper lysis of the spheroids, the incubation time with the CellTiter-Glo reagent was extended from 10 to 30 min before recording luminescence.

For invasion assays, 2×10^4^ cells were seeded into ultra-low-adherence 96-well round-bottomed plates. After 3 days, spheroids were transferred into fresh round-bottomed plates containing 2 mg/ml collagen (rat tail collagen, Corning). After 24, 48 and 72 h, collagen plugs were fixed in 4% PFA, permeabilised with 0.5% Triton X-100 and stained with DAPI. Confocal *z*-stacks were acquired using the ImageXpress Micro Confocal High-Content Analysis System (Molecular Devices) equipped with a 60 µm pinhole spinning-disk, and a plan apo λ 10×/0.45 NA objective (Nikon). *Z*-stacks were maximally projected and DAPI images were quantified using a custom-written MATLAB script. In brief, spheroids were binarised using an intensity threshold, while individual cells invading into the collagen, away from the spheroid, were marked using the watershed transform, which allows separation of contacting cells. The centroid coordinates of the spheroid and individual cells were extracted and the distance *d* between each cell and the spheroid was calculated using Euclidean trigonometry. The mean square displacement (MSD), a global measure of invasion, was obtained using the following equation:
(1)
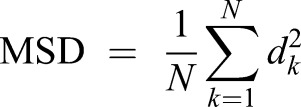
where *d_k_* is the distance (in µm) between the *k* cell and the spheroid and *N* is the total number of cells.

### Gene expression profiling and analysis of clinical datasets

RNA from D2A1 and D2A1-m2 cultured cells (*n*=3 independent biological repicates) and D2A1-m1 cultured cells (*n*=2 independent biological replicates) was extracted using an RNeasy Mini kit (Qiagen). Microarray experiments were performed in two independent batches at Cambridge Genomic Services, University of Cambridge. In brief, RNA was assessed for concentration and quality using a SpectroStar (BMG Labtech) and a Bioanalyser (Agilent Technologies). The eight RNA samples were amplified, labelled and hybridised on a MouseWG-6 v2.0 Expression BeadChip array (Illumina) following the manufacturer's instructions. Raw expression data were extracted in R using lumi package (http://www.bioconductor.org). Data were filtered to remove any non-expressed probes (detection *P*>0.01) across all samples, transformed using variance-stabilising transformation, normalised using the robust spline normalisation method, and then batch corrected using the function (ComBat) in the R package (sva). Sample relations were estimated using principal component analysis based on 7970 genes with coefficient of variance (standard deviation/mean >0.1). Two-sample *t*-tests were used to identify differentially expressed genes between (a) D2A1 and D2A1-m1, (b) D2A1 and D2A1-m2, and (c) D2A1-m1 and D2A1-m2, using BRB-Array Tools (https://brb.nci.nih.gov/BRB-ArrayTools/), with a threshold of parametric *P*<0.001. Differentially expressed genes with a fold change ≥1.5 were subjected to IPA to identify altered pathways, with *P*<0.05 considered significant. When multiple probes were mapped to the same gene, the most variable probe measured by interquartile range (IQR) across the samples was selected to represent the gene. Gene expression data from this study are deposited in NCBI Gene Expression Omnibus (GSE101579).

### Statistics

Statistics were performed using GraphPad Prism 6. Unless otherwise stated, all numerical data are expressed as mean±s.e.m. Significant outliers were identified using the Grubb's test (α=0.05, GraphPad Prism) and are shown as white symbols in the graphs. If not indicated otherwise, all comparisons between two groups were made using two-tailed, unpaired Student's *t*-test. If there was a significant difference in the variance of samples, a Welch's correction was applied. Where multiple groups over time were compared, a two-way ANOVA followed by Bonferroni post hoc testing was performed. *P<0.05; **P<0.01; ***P<0.001.

## Supplementary Material

Supplementary information

# Supplementary material for: Generation and characterisation of two D2A1 mammary cancer sublines to model spontaneous and experimental metastasis in a syngeneic BALB/c host
**Source:** Dis Model Mech. 2018 Jan 1;11(1):dmm031740. doi: 10.1242/dmm.031740
**Supplement:** Supplementary information

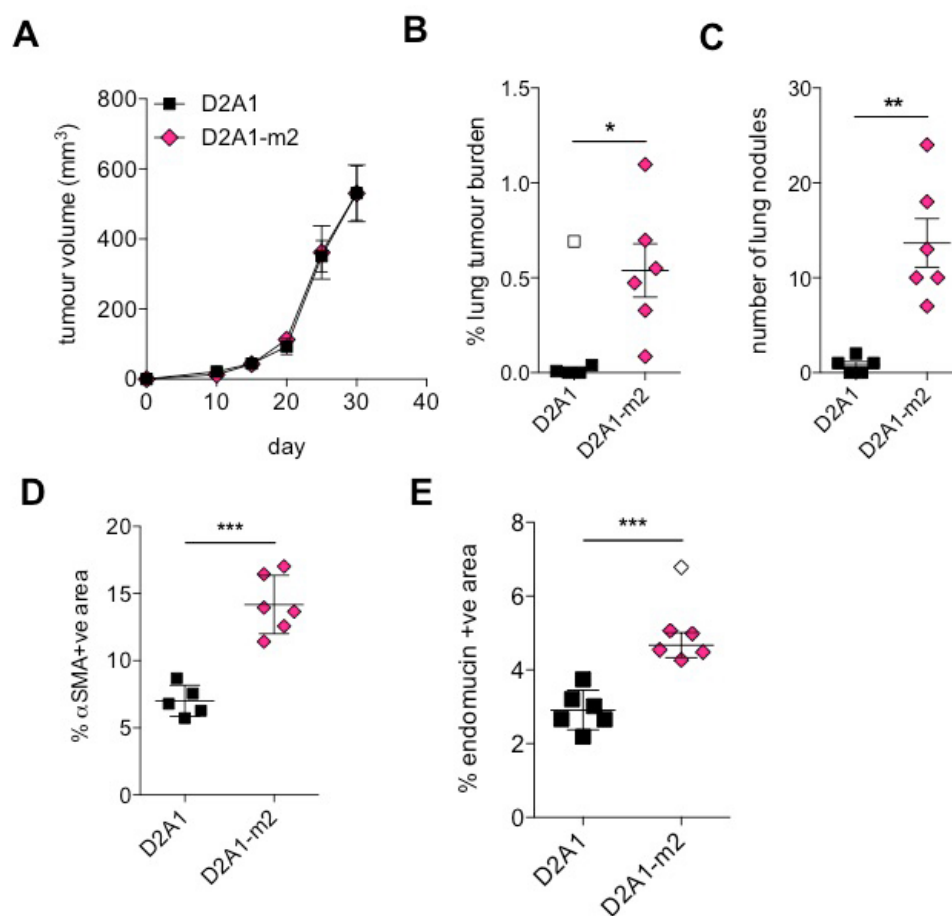

Supplementary Figure S1 Spontaneous metastasis assay in BALB/c mice. 5×10^4 D2A1 or D2A1-m2 cells were inoculated into the 4th mammary fat pad of BALB/c mice ($n = 5$ or 6 mice per group) and culled on day 30. **A** Primary tumour growth. **B,C** Spontaneous metastasis to the lung assessed by % tumour burden and number of metastatic nodules per lung section. Data shown are mean values per mouse $\pm$ SEM. **D,E** Primary tumours were sectioned and stained for **D** the activated fibroblast marker α SMA, or **E** the endothelial marker endomucin. Data shows quantification of staining of 6 tumours per group $\pm$ s.e.m. ($n > 6$ fields of view per tumour).

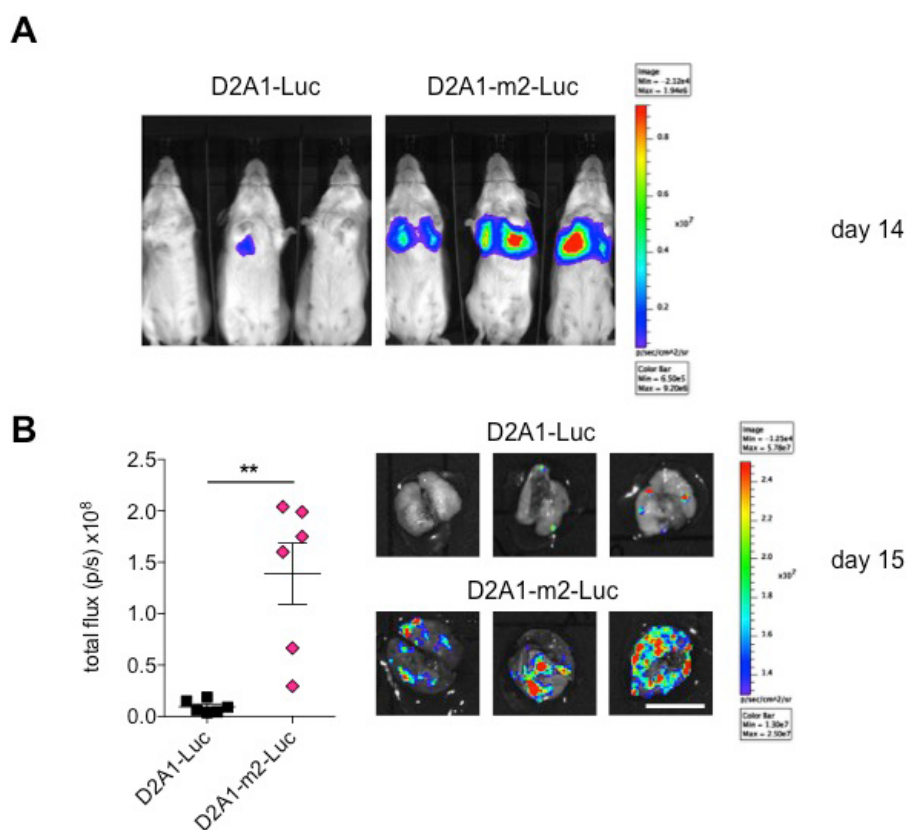

Supplementary Figure S2 Experimental lung metastasis assay with luciferase tagged cells. 4×10^5 D2A1-Luc or D2A1-m2-Luc cells were inoculated intravenously into BALB/c mice ($n = 6$ mice per group). **A** Representative *in vivo* IVIS imaging on day 14. **B** Mice were culled on day 15 when the first mouse showed signs of ill health. Quantification of tumour burden in the lungs via *ex vivo* IVIS imaging. Mean values per mouse $\pm$ s.e.m.. Representative *ex vivo* lung IVIS images are shown. Scale bar, 1 cm.

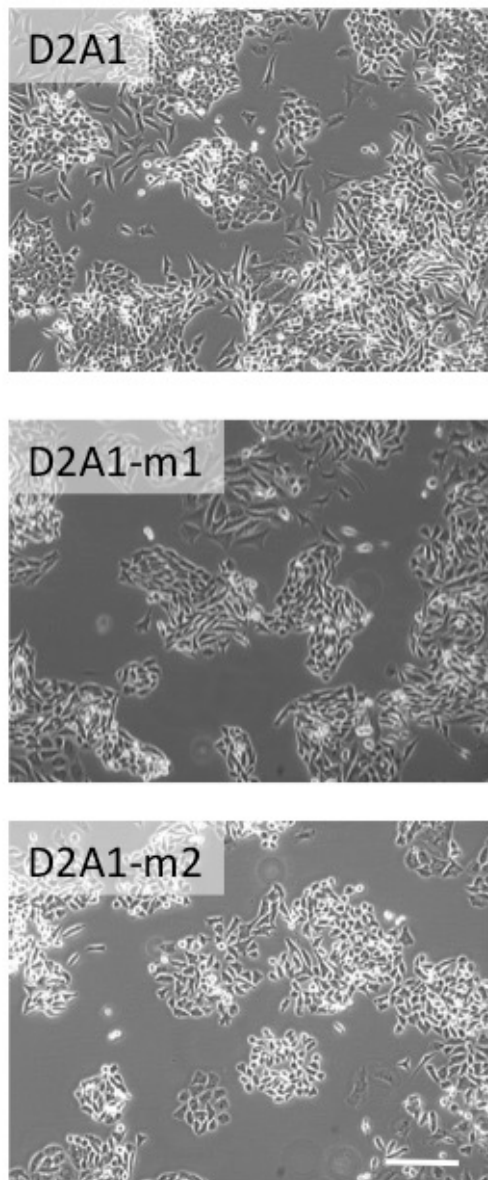

Supplementary Figure S3 Phase contrast images of D2A1, D2A1-m1 and D2A1-m2 cells grown on tissue culture plastic. Scale bar, 400 μ m.

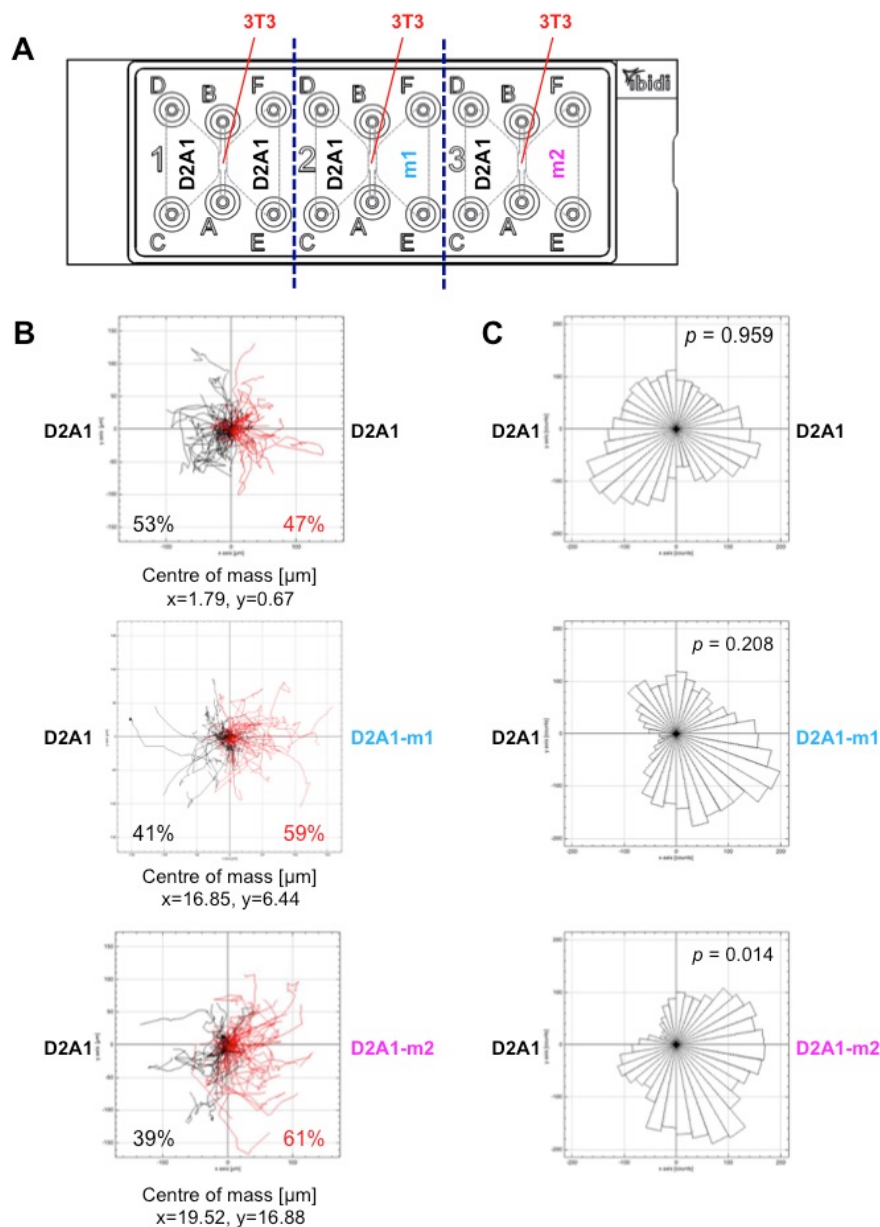

Supplementary Figure S4 Competitive fibroblasts migration assay. **A** Diagram of the experimental setup for the 'ibidi' μ -slide chemotaxis system. Following the manufacturer's instructions, fibroblasts were injected into the central viewing chamber via port A. 3 hours later, D2A1 cells were injected into the left reservoir via port C and either D2A1, D2A1-m1 or D2A1-m2 cells were injected into the right reservoir via port E. Fibroblast migration in the central chamber was imaged over 8 hours (see Methods for further details). **B** Paths taken by individual 3T3 fibroblasts, where all initial starting positions ($t=0$) are plotted at the origin ($x=0$, $y=0$). Red indicates paths with a positive net displacement towards tumour cells seeded on the right hand side. Black paths indicate net displacement towards the left. The percentage of cells exhibiting movement to the left (black) or right (red) is indicated and shown graphically in Fig. 6C, left panel. Coordinates of centre of mass are given below the panels. **C** Corresponding circular histograms, with p -values calculated using the Rayleigh test for vector data. Only D2A1-m2 cells induce a significant inhomogeneous distribution of fibroblast trajectories.

Supplementary Table S1. Top 40 genes differentially expressed in D2A1-m1 cells vs. D2A1 cells

Symbol	Gene name	Accession Number	Fold change	Parametric p-value
Mgp	Matrix Gla protein	NM_008597	16.95	< 1e-07
Arhgdib	Rho, GDP dissociation inhibitor beta	NM_007486	13.33	5.10E-05
Fgf7	Fibroblast Growth Factor 7	NM_008008	12.35	1.71E-05
Itgbl1	Integrin Subunit Beta Like 1	NM_145467	6.67	2.21E-05
Thbs2	Thrombospondin 2	NM_011581	6.25	1.30E-06
Pdgfrl	Platelet-derived growth factor receptor-like	NM_026840	5.88	2.70E-06
Id4	Inhibitor of DNA binding 4	NM_031166	5.88	7.40E-06
Tnfrsf11b	TNF receptor superfamily member 11b	NM_008764	5.56	2.93E-05
Lgals7	Galectin 7	NM_008496	5.56	3.59E-05
Akr1c18	Aldo-keto reductase family 1, member C18	NM_134066	5.00	2.40E-06
Ly6a	Lymphocyte antigen 6 complex, locus A	NM_010738	5.00	4.80E-06
Tpm2	Tropomyosin 2, beta	NM_009416	5.00	1.10E-05
Chst1	Carbohydrate (keratan sulfate Gal-6) sulfotransferase 1	NM_023850	4.17	5.00E-07
Ifi27	Interferon, alpha-inducible protein 27	NM_029803	4.17	8.64E-04
AA467197		NM_001004174	4.00	3.00E-07
Casp1	Caspase 1	NM_009807	4.00	6.88E-04
Aqp1	Aquaporin 1	NM_007472	3.45	5.17E-05
Krt8	Keratin 8	NM_031170	3.45	1.19E-04
Ptrf	Caveolae associated 1	NM_008986	3.23	2.70E-05
Vcam1	Vascular cell adhesion molecule 1	NM_011693	3.23	4.65E-04
Aqp5	Aquaporin 5	NM_009701	3.13	4.00E-07
Ank	Progressive ankylosis	NM_020332	3.03	1.00E-07
Idb4	Inhibitor of DNA binding 4	AK041164	3.03	7.50E-06
Aldh3a1	Aldehyde dehydrogenase 3 family member A1	NM_007436	3.03	4.91E-05
Lxn	Latexin	NM_016753	2.94	3.20E-06
D14Ertd668e	PHD finger protein 11D	NM_199015	2.70	5.70E-06
Tmem86a	Transmembrane protein 86A	NM_026436	2.70	1.77E-05
LOC100046616		XM_001476512	2.63	2.00E-07
AI467606		NM_178901	2.63	1.28E-05
Ecm1	Extracellular matrix protein 1	NM_007899	2.63	1.61E-04
Cgn	Cingulin	XM_001001375	-2.59	1.10E-06
Tuft1	Tuftelin 1	NM_011656	-2.59	4.90E-05
Ak3	Adenylate kinase 3	NM_021299	-2.87	1.61E-04
Bgn	Biglycan	NM_007542	-2.98	3.05E-05
1810015A11 Rik	YdjC homolog	NM_026940	-3.01	5.45E-05
Ogn	Osteoglycin	NM_008760	-3.10	5.62E-05
Tpd52	Tumor protein D52	NM_009412	-3.15	5.40E-06
Chchd10	Coiled-coil-helix-coiled-coil-helix domain containing 10	NM_175329	-3.52	4.25E-04
4732462B05 Rik		AK028848	-4.13	1.85E-05
Ptx3	Pentraxin related gene	NM_008987	-4.85	3.93E-05

Supplementary Table S2. Top 40 genes differentially expressed in D2A1-m2 cells vs. D2A1 cells

Symbol	Gene name	Accession number	Fold change	Parametric p-value
Casp1	Caspase 1	NM_009807	10.99	4.30E-06
Arhgdib	Rho, GDP dissociation inhibitor beta	NM_007486	10.99	1.22E-05
Lgals7	Galectin 7	NM_008496	9.09	7.00E-07
Fgf7	Fibroblast Growth Factor 7	NM_008008	7.69	6.40E-06
Itgbl1	Integrin Subunit Beta Like 1	NM_145467	5.00	6.20E-06
Tpm2	Tropomyosin 2, beta	NM_009416	4.76	6.50E-06
Mgp	Matrix Gla protein	NM_008597	4.55	5.50E-06
Tnfrsf11b	TNF receptor superfamily member 11b	NM_008764	4.17	1.45E-05
Krt8	Keratin 8	NM_031170	3.70	5.90E-06
Vcam1	Vascular cell adhesion molecule 1	NM_011693	3.57	4.64E-05
Id4	Inhibitor of DNA binding 4	NM_031166	3.45	3.70E-06
Thbs2	Thrombospondin 2	NM_011581	3.45	1.31E-05
Pdgfrl	Platelet-derived growth factor receptor-like	NM_026840	3.03	6.40E-06
Ptrf	Caveolae associated 1	NM_008986	2.86	2.80E-06
Gadd45g	Growth arrest and DNA-damage-inducible 45 gamma	NM_011817	2.78	7.21E-05
Rab32	RAB32, member RAS oncogene family	NM_026405	2.70	8.90E-06
Lxn	Latexin	NM_016753	2.63	9.00E-07
Csrp2	Cysteine and glycine-rich protein 2	NM_007792	2.56	1.10E-06
Eno3	Enolase 3	NM_007933	2.56	3.00E-06
Sparc	Secreted acidic cysteine rich glycoprotein	NM_009242	2.56	6.02E-05
Id2	Inhibitor of DNA binding 2	NM_010496	2.56	1.15E-04
Nuak1	NUAK family, SNF1-like kinase, 1	NM_001004363	2.50	1.40E-06
Tmem86a	transmembrane protein 86A	NM_026436	2.44	3.50E-06
Dap	death-associated protein	NM_146057	2.33	4.40E-05
AA467197		NM_001004174	2.33	6.03E-05
Gpnmb	Glycoprotein (transmembrane) nmb	NM_053110	2.33	5.42E-04
AI467606		NM_178901	2.27	1.40E-06
Akr1c18	Aldo-keto reductase family 1, member C18	NM_134066	2.27	1.59E-04
Csnk	Casein kappa	NM_007786	-2.28	1.63E-04
Sox12	SRY (sex determining region Y)-box 12	NM_011438	-2.32	6.10E-06
2810003C17 Rik	Allograft inflammatory factor 1-like	NM_145144	-2.32	1.38E-05
Slpi	Secretory leukocyte peptidase inhibitor	NM_011414	-2.36	2.79E-04
Wfdc2	WAP four-disulfide core domain 2	NM_026323	-2.63	3.76E-05
1810015A11 Rik	YdjC homolog	NM_026940	-2.69	1.23E-05
Chchd10	Coiled-coil-helix-coiled-coil-helix domain containing 10	NM_175329	-2.74	3.09E-04
Bgn	Biglycan	NM_007542	-2.83	2.00E-07
Olfml2b	Olfactomedin-like 2B	NM_177068	-2.87	7.26E-05
LOC100048733		XM_001481081	-3.07	1.50E-06
Ak3	Adenylate kinase 3	NM_021299	-3.27	1.93E-05
4732462B05 Rik		AK028848	-4.13	2.70E-06

Supplementary Table S3. Top 40 genes differentially expressed in both D2A1-m1 and D2A1-m2 vs. D2A1 cells

Symbol	Gene name	Accession number	Average fold change
Arhgdib	Rho, GDP dissociation inhibitor beta	NM_007486	12.13
Mgp	Matrix Gla protein	NM_008597	10.63
Fgf7	Fibroblast Growth Factor 7	NM_008008	10.10
Casp1	Caspase 1	NM_009807	7.46
Lgals7	Galectin 7	NM_008496	7.25
Itgbl1	Integrin Subunit Beta Like 1	NM_145467	5.88
Tpm2	Tropomyosin 2, beta	NM_009416	4.97
Thbs2	Thrombospondin 2	NM_011581	4.93
Tnfrsf11b	TNF receptor superfamily member 11b	NM_008764	4.89
Id4	Inhibitor of DNA binding 4	NM_031166	4.62
Pdgfrl	Platelet-derived growth factor receptor-like	NM_026840	4.54
Akr1c18	Aldo-keto reductase family 1, member C18	NM_134066	3.58
Krt8	Keratin 8	NM_031170	3.58
Vcam1	Vascular cell adhesion molecule 1	NM_011693	3.40
AA467197		NM_001004174	3.20
Ptrf	Caveolae associated 1	NM_008986	3.03
Chst1	Carbohydrate (keratan sulfate Gal-6) sulfotransferase 1	NM_023850	3.00
Lxn	Latexin	NM_016753	2.78
Aqp1	Aquaporin 1	NM_007472	2.76
Idb4	Inhibitor of DNA binding 4	AK041164	2.59
Tmem86a	Transmembrane protein 86A	NM_026436	2.59
Gadd45g	Growth arrest and DNA-damage-inducible 45 gamma	NM_011817	2.49
Ank	Progressive ankylosis	NM_020332	2.45
AI467606		NM_178901	2.44
Dap	death-associated protein	NM_146057	2.44
Aqp5	Aquaporin 5	NM_009701	2.38
Axl	AXL receptor tyrosine kinase	NM_009465	2.27
Ecm1	Extracellular matrix protein 1	NM_007899	2.25
Gli2	GLI-Kruppel family member GLI2	NM_001081125	-2.31
Tuft1	Tuftelin 1	NM_011656	-2.37
Csnk	Casein kappa	NM_007786	-2.39
Cgn	Cingulin	XM_001001375	-2.41
Ogn	Osteoglycin	NM_008760	-2.67
LOC100048733		XM_001481081	-2.81
1810015A11Rik	YdjC homolog	NM_026940	-2.85
Bgn	Biglycan	NM_007542	-2.91
Ak3	Adenylate kinase 3	NM_021299	-3.07
Chchd10	Coiled-coil-helix-coiled-coil-helix domain containing 10	NM_175329	-3.13
Ptx3	Pentraxin related gene	NM_008987	-3.46
4732462B05Rik		AK028848	-4.13

Supplementary Table S4. Top cellular and molecular functions identified by IPA

	<i>p</i> -value	Activation<br>z-score	# genes
**D2A1-m1 vs. D2A1**			
Cellular Movement	3.63E-03 - 5.69E-09		79
migration of cells*	5.69E-09	2.105	67
migration of breast cancer cell lines*	4.28E-05	2.179	14
Cell Death and Survival	3.49E-03 - 7.79E-08		101
cell survival*	2.83E-03	2.012	38
Cellular Assembly and Organisation	3.19E-03 - 6.74E-07		65
organization of cytoplasm*	6.74E-07	2.355	52
organization of cytoskeleton*	8.45E-06	2.567	46
Cellular Function and Maintenance	3.77E-03 - 6.74E-07		103
Cellular Development	3.50E-03 - 1.03E-06		92
**D2A1-m2 vs. D2A1**			
Cellular Movement	2.19E-03 - 1.54E-11		82
cell movement*	1.54E-11	2.414	79
migration of cells*	4.53E-11	2.602	72
Cell Death and Survival	1.73E-03 - 1.70E-08		105
cell death of connective tissue cells*	5.10E-04	2.113	21
cell survival*	8.36E-04	2.535	40
cell viability*	1.73E-03	2.604	37
Cellular Assembly and Organisation	2.04E-03 - 4.56E-08		76
Cellular Function and Maintenance	1.93E-03 - 4.56E-08		94
Cellular Development	2.22E-03 - 7.64E-08		102
**Common in D2A1-m1 and D2A1-m2 vs. D2A1**			
Cellular Movement	5.76E-03 - 7.79E-07		41
migration of cells*	7.49E-07	2.125	21
Cell Morphology	5.62E-03 - 7.49E-05		21
Cellular Assembly and Organisation	5.62E-03 - 7.49E-05		32
Small Molecule Biochemistry	5.62E-03 - 9.36E-05		16
Cell-To-Cell Signaling and Interaction	5.62E-03 - 1.05E-04		24
binding of connective tissue cells*	1.16E-03	2.394	6
adhesion of connective tissue cells*	4.13E-03	2.198	5

*Predicted activation, z-score >2 or inactivation, z-score <-2

Supplementary Table S5. Top upstream regulators identified by IPA

	<i>p</i> -value of overlap	Activation z-score
**D2A1-m1 vs. D2A1**		
TP53	7.17E-13	1.962
TGFB1	2.44E-12	0.532
HRAS	8.46E-11	1.551
CTNNB1	1.20E-10	1.281
ERBB2	3.15E-10	0.665
KRAS	9.12E-10	0.561
IKBKB	2.01E-08	1.227
**HTT** *	**2.25E-08**	**2.128**
MYC	2.28E-08	-0.576
LH	5.19E-08	1.567
**D2A1-m2 vs. D2A1**		
**TGFB1** *	**8.58E-19**	**2.651**
TP53	2.95E-12	1.681
MYC	6.61E-11	0.869
TNF	3.91E-09	1.962
TGFBR2	4.28E-09	1.083
**SMARCA4** *	**9.13E-09**	**2.159**
CTNNB1	7.10E-08	1.610
IKBKB	8.30E-08	-0.077
HRAS	8.39E-08	0.597
KRAS	2.52E-07	0.077
**Common in D2A1-m1 and D2A1-m2 vs. D2A1**		
TGFB1	1.50E-11	1.129
KRAS	1.87E-08	0.218
IKBKB	3.43E-08	0.705
CTNNB1	5.50E-07	1.370
NFKBIA	1.02E-06	-1.021
MYC	2.58E-06	0.036
SMO	4.62E-06	
HRAS	5.24E-06	0.186
SMARCA4	7.66E-06	1.718
TP53	1.06E-05	1.176

*Predicted activation, z-score >2 or inactivation, z-score <-2

How the deposited data were processed for this re-analysis (not part of the article)

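Gene expression was measured in cultured D2A1, D2A1-m1 and D2A1-m2 mouse mammary carcinoma cells on 8 Illumina bead arrays, with 3 D2A1, 2 D2A1-m1 and 3 D2A1-m2 cultures that the paper describes as independent biological replicates. The arrays were run in 2 batches, each of which held all 3 lines, and the line, replicate number and batch of each array were taken from the sample labels and the paper.

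The authors deposited 2 tables. The first holds intensity values per probe and array as exported, not background-subtracted and not normalized, together with a detection p-value of each probe against the negative control beads of its array, as the authors' export gave it. The second holds the authors' processed values, which lie on a scale close to log2. For these the authors removed probes with a detection p over 0.01 on every array, applied the variance-stabilising transformation and robust spline normalization of the lumi package, and removed the batch with ComBat. The paper also chose for each gene the probe of largest interquartile range. The processed values cover every kept probe, so that choice was not applied to them. The submitters' processing notes name lumi, and its version is not given in the sources used here. The medians of the authors' processed values were 7.83 to 7.84 on all arrays, and 16462 probes had a value there, the same number that the detection filter kept here. Which of the scale, the centring and any further step beyond these was applied to the processed values is not stated, so they served as an alternative and not as the leading values.

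The intensities were processed in R 4.3.3 with limma 3.58.1. The neqc function corrected the background with the normexp model, estimated from the detection p-values, added an offset of 16, applied quantile normalization and took log2. Probes detected at a p of at most 0.01 on at least 1 of the 8 arrays were kept. Genes were named through the platform annotation, in which 34885 of the 45281 probes name 1 gene, 18 name several and 10378 are unnamed here. Of these probes, 34807 had an Entrez identifier in the RefSeq gene table, which changed 0 symbols. Probes that name several genes or none were left out of the gene tests. Where a gene had more than 1 kept probe, as 3481 genes had, the probe of largest interquartile range was used, and for 1966 genes this was not the probe of highest mean. Among 276 comparisons of named genes with more than 1 kept probe, 1 had another probe at least 1.5-fold in the other direction (Cavin1, D2A1-m1 against D2A1-m2). Of 170 such comparisons in which the gene was called, 72 had another kept probe that moved by under 1.5-fold in that direction or the other way, among them Angptl4 and Tpd52 in D2A1-m1, Axl, Casp4 and Esrp2 in both sublines, Arhgdib, Cdkn1a, Clta, Gsdmd, Hk1, Nectin2, Synj2, Tpm2 and Tubb2b in D2A1-m2, and Notum, Scara5 and Tubb2b between the sublines, so that these values are those of the probe used. With the processing used here, a fold is a bound where that probe was not detected on any array of the dimmer line. Under the alternatives, folds are plain estimates and can be lower than the bound. Genes with no named probe were not analysed here, and neither were the table entries Ly6a, Cgn, LOC100046616 and LOC100048733.

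All arrays entered 1 linear model in limma (lmFit and eBayes) with a term for each line and 1 for the batch, which left 4 residual degrees of freedom beside 5.23 from the prior. The median SD between replicates was 0.162 on the log2 scale. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 over the 9017 genes tested and at least 1.5-fold, and the paper's own limit, an unadjusted p under 0.001 with at least 1.5-fold, was run beside it. The comparisons were D2A1-m1 and D2A1-m2 against D2A1 and D2A1-m1 against D2A1-m2. Distances and principal components used values from which removeBatchEffect had taken the batch while keeping the lines, over genes whose SD exceeded 0.1 of their mean. Clustering used average linkage on 1 minus the Pearson correlation, with the batch removed in the same way.

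The lists of genes were written from general knowledge before the data were examined, after the paper and its supplementary tables had been read. There were 27 lists of pathways and functions and 5 tested lists of markers of lung fibroblasts, pericytes, lung epithelium, endothelium and leukocytes. A list of adipocyte markers and one of sex-linked genes had too few tested genes and were not tested. Camera ran with a preset correlation between genes of 0.01, with an estimated correlation and with fry as alternatives. With batch as a random block, and with a trended and robust prior, the preranked form of camera was used, so list values there change the test as well as the model. The covariance and the correlation of the changes in the sublines were set against 100 simulated data sets of unchanged lines that share the D2A1 arrays (seed 1).

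The named genes were fixed by a rule before the data were examined. It took, for each of the 3 comparisons, the 12 largest rises and the 12 largest falls among changed genes with the same sign in both batches, every gene of Tables S1 to S3, the genes the paper's text names, and of each list up to 4 members of smallest adjusted p. The values of Tables S1 to S3 had been seen when the rule was written. Genes shown outside this rule are said to have been chosen after their values were seen.

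The alternatives were no background correction, an offset of 50, cyclic loess, median scaling, no detection filter, detection on at least 2 arrays, the probe of highest mean, the authors' processed values with the same model and with the methods' t-test, no batch term, ComBat without the line as a covariate, batch as a random block, each batch alone, a trended and robust prior, only the arrays of the groups compared, the methods' t-test after ComBat, the replicate number as a block, and each array left out in turn. ComBat was written anew for this in its parametric form. What is called the methods' t-test was an ordinary t-test with pooled variance. The paper ran its own in BRB-Array Tools and does not state the variance model. After the data had been seen, 4 further settings of the authors' processed values were added for the counts of changed genes.

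The model was tested on simulated data in which 200 of the 9017 genes were changed by a log2 of 1, 2 or 3. For D2A1-m1 against D2A1 it recovered 98.5%, 100% and 100% of them with 12, 15 and 13 false calls, and for D2A1-m2 against D2A1 98%, 100% and 100% with 11, 8 and 9. The ComBat code was tested on simulated batches. With no difference between lines it left a median gap of 0.0233 between batches, within the limit of 0.1 that had been set. The limit had first been set for simulated lines spread unevenly over the batches, where the gap was 0.110 and missed it, and was then moved to the case whose answer is known. Arrays carry no read depth, and their number limits the precision. Ingenuity Pathway Analysis was not run, since its knowledge base was not used here.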

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

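The tests of the interferon list against the spread between cultures of one line and within each batch, and the counts of oppositely changed genes with 1 array left out, were chosen only after the results were seen. Each result here stands out because the change from D2A1 differed between D2A1-m1 and D2A1-m2 when the sublines were tested directly against each other. This held for 385 genes in limma, with 32 to 545 when 1 array was left out (50 and 32 without D2A1-m1 replicate 1 or 2, and 151, 88 and 85 without D2A1-m2 replicate 1, 2 or 3). From D2A1, 5 genes moved in opposite directions, namely Gjc1, Prl2c2, Prl2c3, Xlr4a and Zfp37, and this number was 1 without D2A1-m1 replicate 1, 8 without D2A1 replicate 2 and 11 without D2A1-m2 replicate 1. The actin genes were lower in D2A1-m1 (camera, adjusted p = 0.00141, and 8.24e-05 to 0.539 over its alternatives, mean log2 difference −0.22), with both D2A1-m1 arrays below all 3 D2A1-m2 arrays, but had an adjusted p = 0.539 with an estimated correlation. The TGFβ-induced genes were also lower there (adjusted p = 0.0182, and 0.000219 to 0.754 over its alternatives, mean log2 difference −0.28), with both D2A1-m1 arrays below all 3 D2A1-m2 arrays, but had an adjusted p = 0.754 with an estimated correlation, 0.305 by fry, 0.0886 with no detection filter, 0.0675 in batch 1 alone, 0.0909 without D2A1-m1 replicate 1 and 0.0738 without D2A1-m2 replicate 3. Genes of antigen presentation were higher in D2A1-m1 (adjusted p = 8.07e-05, and 4.79e-11 to 0.754 over its alternatives, mean log2 difference 0.40, 1 gene higher and 0 lower of 23 tested, 3 and 0 adjusted over the list alone, with both D2A1-m1 arrays above all 3 D2A1-m2 arrays). Their mean difference was 0.11 in batch 1 and 0.58 in batch 2, with an adjusted p = 0.429 in batch 1 alone, 0.754 with an estimated correlation and 0.151 by fry.

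Interferon-stimulated genes were higher in D2A1-m1 than in D2A1-m2 (camera, adjusted p = 4.55e-09, and 5.52e-25 to 0.754 over its alternatives, mean log2 difference 0.69, 7 genes higher and 1 lower of 40 tested, 19 and 1 adjusted over the list alone, with both D2A1-m1 arrays above all 3 D2A1-m2 arrays), with an adjusted p = 0.754 with an estimated correlation and 0.23 by fry. D2A1 replicates 1 and 2, cultures of one line in one batch, differed in the mean of this list by 0.584, and D2A1-m2 replicates 2 and 3 by 0.151. The difference between the sublines was above 0 in each batch, but at 0.334 in batch 1 it was below that between the D2A1 cultures and at 0.89 in batch 2 above it, so a difference confined to one batch could not be ruled out. Variation between cultures in an interferon response, which could give such values with 2 or 3 cultures a line, therefore stays open, and no biological explanation was tested. The antigen presentation list as written shares Tap1, Psmb8, Psmb9 and Psmb10 with the interferon list. The actin list shares Acta2, Tpm1 and Tpm2, among others, with the TGFβ-induced list. Lists that share members are not independent results.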

How the results depend on the processing

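Only the counts from 4 further treatments of the authors' processed values, given last for the counts of genes, were chosen after the results had been seen. Of 340 comparisons of named genes and 92 tests of lists, not counting the 4 tests of lists given singly below, 38 and 41 kept their direction and their side of the threshold under every alternative, with a result that passed under neither setting taken as kept whatever its sign, and 2 and 1 changed direction under at least 1. Named genes most often lost their call with the methods' t-test on the authors' processed values (271) or after ComBat (266), in batch 1 alone (208) and with the authors' processed values in limma (118), and no alternative gave more than 4 of them a call they had not had. Of the 92 tests of lists, 17 lost their call with an estimated correlation, as did 3 of the other 4, and fry, which does not compare a list with other genes, gave 25 of the 92 a call and took 5 away, while batch 2 alone gave 11 a call and batch 1 alone took 6 away. Every alternative set in advance was run, but 6 comparisons of named genes had no value with detection required on at least 2 arrays. On these arrays signal over background takes the place of depth, so folds of dim genes are bounds. The values below come with fewer arrays where a batch or an array was left out, and otherwise the cause was not tested.

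The 1313 genes changed in D2A1-m1, 1462 in D2A1-m2, 385 between the sublines and 764 in both became 743, 785, 214 and 422 without background correction and 383, 391, 97 and 205 with the authors' processed values, of which 372 of 383, 384 of 391 and 90 of 97 were among the 1313, 1462 and 385. Batch 1 alone gave 168, 122, 0 and 92, the 0 being limma's count beside 432 at an unadjusted p under 0.05. An offset of 50 gave 917 in D2A1-m2, 252 between the sublines and 504 in both, the methods' threshold gave 861 in D2A1-m1, and between the sublines no detection filter gave 214 and no batch term 70. At the methods' threshold the methods' t-test gave 31, 86, 15 and 6 on the authors' processed values and 65, 169, 40 and 10 after ComBat. After Benjamini-Hochberg it gave 0 for D2A1-m1, 243 for D2A1-m2 and 0 between the sublines on the authors' processed values (2636, 3391 and 2022 at an unadjusted p under 0.05), and 1, 659 and 0 after ComBat (2652, 3377 and 1983). Leaving out 1 array gave 498 to 1475 genes in D2A1-m1, with 498 and 717 without D2A1-m1 replicate 1 or 2, 1134 to 1633 in D2A1-m2, and 382 to 881 in both, with 382 and 478 without D2A1-m1 replicate 1 or 2. Between the sublines it gave 32 to 545, with 50 and 32 without D2A1-m1 replicate 1 or 2 and 151, 88 and 85 without D2A1-m2 replicate 1, 2 or 3. Where this leaves 1 D2A1-m1 array, that array is assumed to vary like the other lines. With the authors' processed values and limma on the arrays of the 2 lines compared at the methods' threshold, a setting chosen after the data were seen, the counts were 273, 277, 98 and 133, with unnamed probes counted as well 307, 309, 103 and 147, and with each probe counted 353, 367, 121 and 165. The methods' t-test with each probe counted, also chosen afterwards, gave 40, 105, 18 and 8.

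Arrays of different lines share replicate numbers. D2A1 and D2A1-m1 replicate 2 deviated from their lines' means with a correlation of −0.296, and D2A1 and D2A1-m2 replicate 2 with −0.173. D2A1 replicate 2 was in batch 1 and replicate 2 of each subline in batch 2, so these values carry the batch. With the batch removed they were 0.318 and 0.078, while D2A1 and D2A1-m2 replicate 3 were at −0.428. With so few arrays, the correlations cannot decide whether arrays of one number were paired. With the replicate block in place of the batch, 1362 genes changed in D2A1-m1, 1597 in D2A1-m2 and 97 between the sublines, and with the replicate block and the batch together 1365, 1636 and 464. Of the lists, 17 and 20 calls resulted.

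The distance between the sublines, 0.473 of their distance to D2A1, was 0.426 without background correction, 0.432 with an offset of 50, 0.411 with the authors' processed values, 0.508 with no batch term, 0.510 in batch 2 alone, 0.648 over all kept genes, 0.643 over genes chosen on the linear scale and 0.460 to 0.517 with 1 array left out, always below 1. Over all 9017 genes the largest distance within a line, 35.5, exceeded the smallest between lines, 31.6, as with genes chosen on the linear scale (34.7 and 31.1) and with no batch term (17.3 and 16.3). The ratio of the heights in the clustering, 0.408, was 0.382 with no filter, 0.549 over all kept genes and 0.293 to 0.563 with 1 array left out.

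The 18 calls of lists became 9 in batch 1 alone, 28 in batch 2 alone and 29 by fry, and 0 by camera with an estimated correlation (6 at an unadjusted p under 0.05), against 15 to 21 with 1 array left out. The glutathione list in D2A1-m1 passed under no alternative, with 0.35 to 0.884 when 1 array was left out. The actin list in D2A1-m1 (adjusted p = 0.0273, and 0.00183 to 0.734 over its alternatives) had 0.164 in batch 1 alone, 0.734 with an estimated correlation and 0.0136 to 0.113 with 1 array left out, the values past the threshold being 0.113 without D2A1 replicate 3 and 0.0909 without D2A1-m1 replicate 2. The TGFβ-induced genes in D2A1-m2 (adjusted p = 0.00224, and 1.91e-07 to 0.754 over their alternatives) had 0.164 in batch 1 alone, 0.754 with an estimated correlation and 4.03e-05 to 0.1 with 1 array left out, 0.1 without D2A1 replicate 3. Between the sublines (adjusted p = 0.0182, and 0.000219 to 0.754) they had 0.0886 with no filter, 0.0675 in batch 1 alone, 0.754 with an estimated correlation, 0.305 by fry and 0.000219 to 0.0909 with 1 array left out, the values that missed being 0.0909 without D2A1-m1 replicate 1 and 0.0738 without D2A1-m2 replicate 3.

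A change of direction was seen for the interferon list in D2A1-m2, which in batch 1 alone pointed up (adjusted p = 0.631), for Ctnnb1 in D2A1-m1, at 0.40 with the probe of highest mean signal, and for Ifitm1 in D2A1-m2. Ifitm1 was at −0.28 without background correction, −0.28 with an offset of 50, −0.24 and −0.19 with the authors' processed values in limma and the methods' t-test, and −0.28 with the probe of highest mean signal. The cause was not tested. Of the normalizations none moved the median of all genes by over 0.1, the largest shift being −0.04 in D2A1-m1 with median scaling, where 45.3% of the changed genes rose, a share that moved by under 10 percentage points. Some genes named with a fold were detected on only some arrays of a line: on 1 of 3 D2A1 arrays Itgbl1, Aqp1, Angptl4, Wnt10a, Gsdmd, Hk1, Mvk and Pdgfrb, on 2 of 3 Lgals7, Akr1c18, Ltbp1 and Nkd2, on 1 of 2 D2A1-m1 arrays Slc40a1 and Esrp2, on 1 of 3 D2A1-m2 arrays Csn3 and Scara5, and on 2 of 3 S100a8, Nectin2 and Esrp2.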

Differences from the paper's values

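No test in this part was chosen after the results were seen, apart from the further counts from the authors' processed values that are named as such. The paper's thresholds, an unadjusted p under 0.001 from a t-test and at least 1.5-fold, were applied to limma's p-values here. The paper gives 323 genes for D2A1-m1 against 861 here, and of the alternatives set before the data were examined the authors' processed values, only the arrays of the 2 lines compared, and leaving out D2A1-m1 replicate 1 or replicate 2 gave a count within 1.5 times of the paper's, and the others did not (31 to 1040 over all of them). The paper gives 318 genes for D2A1-m2 against 1054 here, and 481 in either subline against 1385 here. For these, only the authors' processed values with the same model came within 1.5 times, and no other alternative did (86 to 1298 and 111 to 1680). The paper gives 7970 genes with a coefficient of variance over 0.1, against 340 here on the log2 scale. Of its alternatives, the ratio of SD to mean on the linear scale, with 7428 genes, came within 1.5 times. Taking all 9017 kept genes sets no limit on the coefficient, so that count lying within 1.5 times says nothing about it. The others did not come within 1.5 times (23 to 472).

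Chosen after the values were seen, limma on the authors' processed values of the 2 lines compared at the paper's thresholds gave 273 and 277 genes for D2A1-m1 and D2A1-m2 and called all 41 and 49 genes of Tables S1 and S2 and of Table S3 with a probe named here, dropping 0 and 0. With unnamed probes counted as well, also chosen after the values were seen, it gave 307 and 309 and dropped 1 and 0 of them, and with each probe counted, likewise chosen afterwards, 353 and 367, dropping 1 and 0. The methods' t-test on the authors' processed values, which was set beforehand, gave 31 and 86 and did not call 35 of the 41 and 28 of the 49. It was an ordinary t-test with the variance pooled gene by gene. The paper ran its t-tests in BRB-Array Tools and does not state the variance model, so the tests may not be the same.

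Bounds were used only with the leading processing, and folds under the alternatives are plain estimates. Of the 36 genes of Table S1 with a fold and a probe named here, all changed in the paper's direction and by more than in the paper, and 29 differ from it. For those given here, the authors' processed values in limma and with the methods' t-test gave folds that no longer differ, and no other alternative did. The paper's fold in D2A1-m1 and the fold here were Arhgdib 13.33 against 35.3, Fgf7 12.35 against at least 59.3, Itgbl1 6.67 against 34, Thbs2 6.25 against at least 24, Pdgfrl 5.88 against 14.5, Id4 5.88 against at least 21.2, Tnfrsf11b 5.56 against 13.3, Lgals7 5.56 against 19.3, Akr1c18 5 against 15.7, Tpm2 5 against at least 19.6, Chst1 4.17 against at least 13.7, AA467197 4 against 16, Casp1 4 against 13.9, Krt8 3.45 against 8.18, Cavin1 3.23 against 7.51 and Phf11d 2.7 against 6.99. For falls, written as negative folds, they were Ydjc −3.01 against −7.82, Auts2 −4.13 against −16.3 or lower and Ptx3 −4.85 against −19.5 or lower.

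The other differing folds of Table S1 came within the paper's under those settings and some more, and under no further one. Mgp 16.95 against 33.7 no longer differs also with ComBat without the line and the t-test after ComBat. Aqp1 3.45 against 6.67 no longer differs also with no background correction, offset 50, batch 1 alone and leaving out D2A1-m1 replicate 2. Vcam1 3.23 against 4.88 no longer differs also with no background correction, offset 50, median scaling, ComBat without the line, batch 1 alone, the t-test after ComBat and leaving out D2A1 replicate 1 or D2A1 replicate 3 or D2A1-m1 replicate 2. Aldh3a1 3.03 against 5.28 no longer differs also with no background correction, offset 50, ComBat without the line, batch 1 alone, the t-test after ComBat and leaving out D2A1-m1 replicate 2. Tmem86a 2.7 against 4.11 no longer differs also with no background correction, offset 50, median scaling, ComBat without the line, the t-test after ComBat, replicate block and batch together and leaving out D2A1 replicate 2 or D2A1 replicate 3. AI467606 2.63 against 4.74 and Ogn −3.1 against −5.94 no longer differ also with no background correction, ComBat without the line, batch 2 alone and the t-test after ComBat. Ecm1 2.63 against 4.49 and Ak3 −2.87 against −4.77 no longer differ also with no background correction, offset 50, ComBat without the line, batch 1 alone, the t-test after ComBat and leaving out D2A1 replicate 3 or D2A1-m1 replicate 2. Bgn −2.98 against −6.86 no longer differs also with batch 2 alone.

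Of the 39 genes of Table S2 with a fold and a probe named here, all changed in the paper's direction and, apart from Id2 with its bound of 1.86, by more than in the paper, and 29 differ from it by the same rule. For those given here, the authors' processed values in limma and with the methods' t-test gave folds that no longer differ, and no other alternative did. The paper's fold in D2A1-m2 and the fold here were Casp1 10.99 against 49.3, Arhgdib 10.99 against 31.5, Lgals7 9.09 against 35.3, Fgf7 7.69 against at least 39.1, Itgbl1 5 against 26.1, Tpm2 4.76 against at least 19.2, Tnfrsf11b 4.17 against 9.5, Krt8 3.7 against 9.56, Id4 3.45 against at least 11.4, Thbs2 3.45 against at least 11.4, Pdgfrl 3.03 against 6.56, Cavin1 2.86 against 6.74, AA467197 2.33 against 7.81 and Akr1c18 2.27 against 5.94. For falls, written as negative folds, they were Csn3 −2.28 against −7.76, Ydjc −2.69 against −6.04, Bgn −2.83 against −6.32, Ak3 −3.27 against −6.6 and Auts2 −4.13 against −17 or lower.

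The other differing folds of Table S2 came within the paper's under those settings and some more, and under no further one. Mgp 4.55 against 8.16 no longer differs also with no background correction, ComBat without the line, batch 2 alone and the t-test after ComBat. Vcam1 3.57 against 5.61 no longer differs also with no background correction, offset 50, ComBat without the line, batch 1 alone, the t-test after ComBat and leaving out D2A1 replicate 1 or D2A1 replicate 3 or D2A1-m2 replicate 3. Gadd45g 2.78 against 4.5 no longer differs also with no background correction, offset 50, no batch term, ComBat without the line, the t-test after ComBat, replicate block in place of batch and the probe of highest mean. Rab32 2.7 against 5.04 and Nuak1 2.5 against 4.39 no longer differ also with no background correction, ComBat without the line and the t-test after ComBat. Tmem86a 2.44 against 3.67 no longer differs also with no background correction, offset 50, median scaling, ComBat without the line, batch 1 alone, the t-test after ComBat, replicate block and batch together and leaving out D2A1 replicate 2 or D2A1 replicate 3 or D2A1-m2 replicate 2. Gpnmb 2.33 against 3.79 no longer differs also with no background correction, offset 50, no batch term, ComBat without the line, batch 2 alone, the t-test after ComBat, replicate block in place of batch and leaving out D2A1 replicate 1 or D2A1-m2 replicate 1. AI467606 2.27 against 3.95 no longer differs also with no background correction, offset 50, ComBat without the line and the t-test after ComBat. Slpi −2.36 against −4.01 no longer differs also with no background correction, offset 50, ComBat without the line, batch 1 alone, the t-test after ComBat and leaving out D2A1 replicate 1 or D2A1-m2 replicate 3. Olfml2b −2.87 against −4.98 no longer differs also with no background correction, ComBat without the line, batch 1 alone, the t-test after ComBat and leaving out D2A1 replicate 3.

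In Table S1 the paper places Mgp first among the rises in D2A1-m1, and here Fgf7, at least 59.3-fold higher, stands above Mgp at 33.7-fold, although with the methods' t-test on the authors' processed values Mgp is above Fgf7, at 16.8-fold and 12.4-fold. The paper's pathway analysis drew on genes past its thresholds, while camera asks whether a list moved in one direction against other genes. These are unlike measures. By fry's mixed test, which counts changes either way, glutathione genes had an adjusted p of 5.18e-06 in D2A1-m1, but cell cycle genes also had 1.57e-05. From its pathway analysis, which was not run here, the paper names glutathione redox reactions and detoxification for D2A1-m1, where the list of glutathione genes had an adjusted p of 0.558 from camera (mean −0.03, median 0.14, test up). It names actin cytoskeleton signalling for D2A1-m1, where the actin list passed with 0.0273 (adjusted p = 0.734 with an estimated correlation, 0.164 in batch 1 alone, 0.113 without D2A1 replicate 3 and 0.0909 without D2A1-m1 replicate 2), but the list's mean log2 change of 0.30 was below that of 0.52 in D2A1-m2 (adjusted p = 0.00141 between the sublines, and adjusted p = 0.539 with an estimated correlation). It names estrogen synthesis and glucocorticoid receptor signalling for D2A1-m1, where steroid synthesis genes and glucocorticoid targets had 0.223 and 0.767 (0.0425 by fry for steroid synthesis), and the basal cell carcinoma and adherens junction pathways for D2A1-m2, where the lists had 0.223 and 0.475 (0.00343 by fry for adherens junctions). Clathrin-mediated endocytosis, which it names for D2A1-m2, passed there with 0.0285, with an adjusted p = 0.539 with an estimated correlation, 0.0794 without D2A1 replicate 1, 0.0787 with the authors' processed values, 0.0675 in batch 1 alone, 0.0559 with the batch as a random block, 0.0611 with a trended and robust prior and 0.0552 with the probe of highest mean. The paper infers stronger activation of the TGFβ pathway in D2A1-m2 from the predicted score of TGFβ1, and the TGFβ-induced genes were higher there than in D2A1-m1 with 0.0182, with an adjusted p = 0.754 with an estimated correlation, 0.305 by fry, 0.0886 with no detection filter, 0.0675 in batch 1 alone, 0.0909 without D2A1-m1 replicate 1 and 0.0738 without D2A1-m2 replicate 3. The paper lists survival among the activated functions of both sublines and p53 among the upstream regulators, and the survival genes had 0.446 and 0.152 and the p53 targets 0.51 and 0.109, although their mean log2 changes were above 0, at 0.13 and 0.22 and at 0.04 and 0.25. By fry the survival genes passed in both sublines (0.00565 and 0.00337), and the p53 targets passed in D2A1-m2 at 0.0485 with median scaling, 0.0172 with no detection filter, 0.0214 in batch 2 alone, 0.0174 with the replicate block and the batch together and 0.0113 without D2A1 replicate 2.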

Other observations

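The tests of the batch correction, of the D2A1 culture of batch 2 and of which fibroblast and leukocyte markers were detected were chosen only after the results were seen, and the splits of the arrays and the medians of the fibroblast and lung epithelium markers were set beforehand. Of 20 tested p53 targets, 6 rose and 2 fell in D2A1-m2 (the same numbers adjusted over the list alone) and 3 rose and 3 fell in D2A1-m1 (3 and 4 adjusted over the list alone), and the list did not pass (camera, adjusted p = 0.109 and 0.51, and 0.152 between the sublines). In D2A1-m2 it passed at 0.0485 with median scaling, 0.0172 with no detection filter, 0.0214 in batch 2 alone, 0.0174 with the replicate block and the batch together and 0.0113 without D2A1 replicate 2. Plk2, a polo-like kinase, rose by 1.15 on the log2 scale (standard error 0.17, adjusted p = 0.00139) and Cdkn1a, the cell cycle inhibitor p21, by 0.99 (standard error 0.19, adjusted p = 0.00491) in D2A1-m2, while Phlda3 was at least 2.15-fold lower (adjusted p = 0.000883) in D2A1-m1. Of 24 genes that hypoxia induces, 4 rose and 2 fell in D2A1-m1 and 3 rose and 2 fell in D2A1-m2, the same numbers adjusted over the list alone (adjusted p = 0.223 and 0.191, but 0.0126 and 0.0323 in batch 2 alone, 0.0134 in both with the replicate block and the batch together and 0.0123 and 0.0113 without D2A1 replicate 2). Hk1, a hexokinase of glycolysis, rose by 0.83 (adjusted p = 0.00204) in D2A1-m2. The receptor gene Erbb2 was at −0.01 (adjusted p = 0.981) in D2A1-m1 and −0.28 (adjusted p = 0.178) in D2A1-m2.

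Against D2A1, interferon-stimulated genes were lower in D2A1-m2, where 2 rose and 13 fell of 40 tested (2 and 14 adjusted over the list alone), with an adjusted p of 0.0178 (7.74e-13 to 0.853 over its alternatives), and an adjusted p = 0.853 with an estimated correlation. The mean log2 change was −0.41, with 0.06 in batch 1 and −0.87 in batch 2, and the adjusted p was 0.543 without D2A1 replicate 3 and 0.0993 without D2A1-m2 replicate 2, 0.424 by fry, 0.0909 with no batch term, 0.0737 with the batch as a random block, 0.107 with a trended and robust prior and 0.0862 with the replicate block in place of the batch, and D2A1 replicate 2, at an array mean of −0.54, lay below all 3 D2A1-m2 arrays (−0.39 to −0.18). In D2A1-m1, 5 rose and 1 fell (6 and 2 adjusted over the list alone), with an adjusted p of 0.188, but 0.0122 in batch 1 alone, 0.0241 with the replicate block in place of the batch and 0.00134 without D2A1 replicate 3. Of 23 genes of antigen presentation, 2 rose and 0 fell in D2A1-m1 and 1 rose and 3 fell in D2A1-m2, the same numbers adjusted over the list alone (adjusted p = 0.127 and 0.38, but 0.00903 without D2A1 replicate 3 and 0.0305 without D2A1-m1 replicate 1 in D2A1-m1, and 0.00173 in batch 2 alone and 0.00272 without D2A1-m2 replicate 1 in D2A1-m2). Cd274, the immune checkpoint ligand PD-L1, fell by 1.24 (adjusted p = 0.00675) in D2A1-m2, at −0.64 in batch 1 and −1.92 in batch 2. Of 3 pericyte markers, none changed in D2A1-m1 (1 rose adjusted over the list alone) and Acta2 and Pdgfrb rose in D2A1-m2 (adjusted p = 0.925 and 0.329, but 0.0239 by fry in D2A1-m2), with a mean of 0.04, a median of −0.09 and a downward test in D2A1-m1. Of 5 lung epithelium markers, Aqp5 alone rose in D2A1-m1, and in D2A1-m2 2 rose and Abca3 fell by 0.84, also adjusted over the list alone (adjusted p = 0.609 and 0.514, but 0.0296 by fry in D2A1-m1). Between the sublines, the lists that were not called had an adjusted p of 0.109 to 0.84, and the marker lists of 0.0992 to 0.66. Some of them passed under alternatives: steroid synthesis in batch 2 alone (0.0323), hedgehog and Wnt there (0.0199) and without D2A1-m2 replicate 1 (0.022), adherens junctions with the batch as a random block (0.0193), a trended and robust prior (0.0179) and by fry (0.00534), survival (0.0172) and leukocyte markers (0.0273) by fry, and fibroblast markers with the batch as a random block (0.0166), a trended and robust prior (0.0327) and by fry (0.00536). Pericyte markers passed with the batch as a random block (0.0365), in batch 2 alone (0.0202), with only the lines compared (0.0223), with the replicate block and the batch together (0.0152), without D2A1 replicate 2 (0.0294) and by fry (0.0355). Mean, median and test differed in sign there for survival (mean −0.09, median 0.01, test down), matrix (mean just below 0, median 0.18, test up), epithelial genes (mean −0.01, median 0.11, test up) and leukocyte markers (mean −0.14, median 0.16, test down). The 6 D2A1 and D2A1-m2 arrays allow 10 splits into 3 and 3, of which 1, the real one, gave as many as 1462 changed genes and the highest other 0 in limma (3669 and 49 to 556 at an unadjusted p under 0.05), and these splits are too few for a share under 0.05. Every other split mixes arrays of both lines, so the difference between the lines enters its spread and few calls can result. The 0 is therefore no support.

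In the authors' processed values, the difference of batch 2 from batch 1 within a line ran against the change from D2A1 to the sublines over the 9017 genes, with a slope of −0.254 within D2A1, where batch 2 holds replicate 3 alone, −0.115 within D2A1-m1 and −0.127 within D2A1-m2. Before any batch correction these slopes were 0.125, 0.157 and 0.136, which argues against a D2A1 culture of batch 2 that differed in its own signals. ComBat without the line as a covariate turned them to −0.253, −0.121 and −0.147, and a candidate explanation is that such a correction moved part of the difference between the lines. The slope written down for it before this test was near −0.25 in both D2A1 and D2A1-m2, which D2A1-m2 did not meet, and it stays open, although ComBat on simulated lines, run afterwards, gave −0.248, −0.139 and −0.139. No biological explanation was tested.

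Fgf7, Mgp and Thbs2 were higher in both sublines, and cells carried over from the mice in which the sublines were selected could bring such transcripts. Of 25 lung fibroblast markers with a probe, 17, among them Col1a2, Col3a1 and Dcn, were detected on no subline array and 6 on every one, which argues against fibroblasts, although those probes were detected on no D2A1 array either and have no positive control here. The median log2 change of the tested markers other than Mgp was 0.253 (spread 0.206) in D2A1-m2 and 0.337 (spread 0.292) in D2A1-m1, below the 0.58 set for carry-over, but in D2A1-m1 by less than its spread. The fibroblast marker list, Mgp included, had an adjusted p of 0.123 in D2A1-m1, but passed at 0.0485 with no batch term, 0.00098 with the batch as a random block, 0.00666 with a trended and robust prior and 0.000302 by fry, and in D2A1-m2 at 0.00122 by fry. Lung epithelium had 13 of 17 markers, surfactant genes included, on no subline array, which argues against it. However, 12 of them were detected on no array at all and have no positive control here. The median of the tested lung epithelium markers was 0.0147 (spread 0.142) in D2A1-m1 and 0.477 (spread 0.266) in D2A1-m2, there below 0.58 by less than its spread. Leukocytes, with 15 of 20 markers on none and 3 on every one, are argued against only by the markers not detected, for of the 5 leukocyte markers tested 3 rose in D2A1-m1 and 4 in D2A1-m2, Arhgdib and Coro1a among them (means 1.60 and 1.74, adjusted p = 0.00923 and 0.000832, and 0.000224 to 0.596 and 7.89e-07 to 0.596 over their alternatives, and 0.225 and 0.22 with an estimated correlation). The 15 leukocyte markers not detected there were detected on no D2A1 array either and have no positive control here. Of the 5 tested, Coro1a, Laptm5 and Lyz1 were detected on no D2A1 array, so the detection filter kept them only through the sublines. Arhgdib is in Tables S1 to S3, drawn from these same arrays. Rises among these markers are therefore no independent evidence, and with no detection filter the list had an adjusted p of 0.596 from camera in both sublines. No biological explanation was tested.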
